# Regulation of genes affecting body size and innate immunity by the DBL-1/BMP-like pathway in *Caenorhabditis elegans*

**DOI:** 10.1186/1471-213X-10-61

**Published:** 2010-06-07

**Authors:** Andrew F Roberts, Tina L Gumienny, Ryan J Gleason, Huang Wang, Richard W Padgett

## Abstract

**Background:**

Bone morphogenetic proteins (BMPs) are members of the conserved transforming growth factor β (TGFβ superfamily, and play many developmental and homeostatic roles. In *C. elegans*, a BMP-like pathway, the DBL-1 pathway, controls body size and is involved in innate immunity. How these functions are carried out, though, and what most of the downstream targets of this pathway are, remain unknown.

**Results:**

We performed a microarray analysis and compared expression profiles of animals lacking the SMA-6 DBL-1 receptor, which decreases pathway signaling, with animals that overexpress DBL-1 ligand, which increases pathway signaling. Consistent with a role for DBL-1 in control of body size, we find positive regulation by DBL-1 of genes involved in physical structure, protein synthesis and degradation, and metabolism. However, cell cycle genes were mostly absent from our results. We also identified genes in a *hedgehog*-related pathway, which may comprise a secondary signaling pathway downstream of DBL-1 that controls body size. In addition, DBL-1 signaling up-regulates pro-innate immunity genes. We identified a reporter for DBL-1 signaling, which is normally repressed but is up-regulated when DBL-1 signaling is reduced.

**Conclusions:**

Our results indicate that body size in *C. elegans *is controlled in part by regulation of metabolic processes as well as protein synthesis and degradation. This supports the growing body of evidence that suggests cell size is linked to metabolism. Furthermore, this study discovered a possible role for *hedgehog*-related pathways in transmitting the BMP-like signal from the hypodermis, where the core DBL-1 pathway components are required, to other tissues in the animal. We also identified the up-regulation of genes involved in innate immunity, clarifying the role of DBL-1 in innate immunity. One of the highly regulated genes is expressed at very low levels in wild-type animals, but is strongly up-regulated in Sma/Mab mutants, making it a useful reporter for DBL-1/BMP-like signaling in *C. elegans*.

## Background

Diverse cellular responses to TGFβ superfamily members are a hallmark of this family, with responses specified by cell type, time, or location within a TGFβ member gradient [1,2]. In *C. elegans*, a BMP-like family member, DBL-1 (Dpp and BMP-like), regulates not only body size, but also innate immunity and aspects of male tail development. Animals with reduced pathway signaling are small, while increased signaling results in long animals [3,4]. Animals with defective DBL-1 are also more susceptible to bacterial or fungal infection, and DBL-1 is highly up-regulated upon infection [5,6].

Body size and male tail development are separable by dose, as a weak *sma-6 *receptor mutant or a weak *sma-4*/SMAD mutant affects body size but not male tails [7]. Furthermore, TGFβ pathway regulators also differentiate between body size and male tail development. For instance, *sma-11/kin-29*, *bra-1*, and *lon-2*/glypican affect body size but not male tails. MAB-23/DOUBLESEX transcription factor, on the other hand, affects DBL-1 male tail development independently of body size [8]. The LIN-31 forkhead transcription factor may also play a role in DBL-1 mediated male tail development. *lin-31 *mutant males have crumpled spicules similar to *dbl-1 *mutant males, and forkhead transcription factors are known to be Smad co-factors [9,10].

How is specificity achieved? We performed a microarray experiment comparing populations of mRNAs from animals with increased or decreased DBL-1/BMP signaling. We discovered that transcriptional control of body size in *C. elegans *acts through the regulation of metabolism, protein synthesis/degradation, and structural genes, and not obviously by cell cycle genes. Furthermore, we have identified a subset of the hedgehog-related genes (warthogs) as targets of the DBL-1 pathway, and propose that they act as downstream transducers of DBL-1 signaling for body size determination. In addition, we now better understand the role that DBL-1 plays in innate immunity, as our results show that genes known to be involved in innate immunity, namely lysozymes, lipase, and lectins, are regulated by the DBL-1 signaling pathway. A large number of other intestinally expressed genes, a primary site of innate immunity, are also highly regulated by DBL-1, suggesting a broader role for DBL-1 in the intestinal innate immune response. Finally, we created a fluorescent biomarker for DBL-1 activity, and showed that the reporter accurately identified known DBL-1 signaling components.

## Results and Discussion

### Microarray hybridization and analyses of gene expression profiles

We compared gene expression in *C. elegans *strain BW1940 overexpressing *ctIs40*, an integrated transgene carrying wild-type *dbl-1*, and a strain lacking functional DBL-1 Type I receptor, LT186 *sma-6(wk7) *[4,7]. *sma-6(wk7)*, which encodes a stop codon at Y72 predicted to truncate the protein prematurely in its extracellular domain, has reduced *sma-6 *RNA expression levels [7]. BW1940 animals are longer than the wild type, and LT186 animals are smaller than normal. These strains have not been tested for response to an immune challenge, however *dbl-1(nk3) *animals are more susceptible to infection by pathogenic bacteria [5,11-13].

We performed our microarray analyses with the Affymetrix *C. elegans *whole genome GeneChip array, which represents over 22,000 unique transcripts (Affymetrix, CA, #900383). 

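The arrays compared 2 strains grown at the L4 stage. BW1940 carries the integrated transgene ctIs40 with additional copies of dbl-1, and LT186 carries sma-6(wk7), a premature stop codon in the gene of the DBL-1 type I receptor. There were 5 arrays of BW1940 and 6 of LT186, each labelled as a biological replicate. The results speak of 5 independent experiments and the methods give 5 and 6 arrays, and all 11 arrays were used here. Each array gave an expression value, an intensity on a linear scale, for each of 22548 probe sets. The authors computed these values in Probe Profiler with a global scaling to 100. The median value of an array lay between 37.0 and 40.0 in BW1940 and between 34.2 and 38.8 in LT186. Between 5.10% and 8.38% of the probe sets of an array lay at or below 0. The values were used as deposited, without a further normalization. Values below 0 were set to 0, 10 was added to each value, and changes were tested on the log2 scale with limma, so that changes of weakly expressed genes are understated. The test covered the 18801 probe sets with a value of at least 10 on at least 2 of the 11 arrays, and its p-values were adjusted by the method of Benjamini and Hochberg. A positive log2 fold change is higher in BW1940, the strain with more DBL-1 signaling. Genes given singly were also tested by an exact permutation test (two-sided) over all ways to divide the 11 arrays, for which the smallest possible p is 0.00216. The gene lists, the rule for the genes named and most of the other settings were chosen before the data were examined, when the paper's own tables had been read. The number of arrays limits the precision of every value.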

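Expression of sma-6 followed the strain on every array. The 2 probe sets of sma-6 gave 102 ± 19.6 (SD, n = 5) in BW1940 and 31.3 ± 2.79 (SD, n = 6) in LT186, and 77.7 ± 32.7 (SD, n = 5) in BW1940 and 15.7 ± 2.99 (SD, n = 6) in LT186. The log2 fold changes were 1.42 (standard error 0.13, adjusted p = 0.000312) and 1.68 (standard error 0.25, adjusted p = 0.00936) by limma. For the brighter probe set the arrays ranged from 82.4 to 128 in BW1940 and from 26.5 to 33.6 in LT186, so that no array of either strain lay among those of the other. Where these probes lie relative to the stop codon is not given in the sources used here, and a stop codon does not by itself fix the level of a transcript. Genes of sperm varied far more than the strains did. The first principal component of the 11 arrays held 53.4% of the variance. Strain explained 0.222% of it, and the mean log2 value of 72 genes expressed in sperm, here called the sperm score, explained 93.3%. The score was 5.00 in LT186 replicate 4, 5.15 in LT186 replicate 2, 6.11 in BW1940 replicate 1 and 6.71 in BW1940 replicate 3, and between 7.73 and 8.16 on the other arrays. Hermaphrodites make sperm during the L4 stage. LT186 replicates 2 and 4 were the most alike of all pairs, with a median absolute log2 difference of 0.088 between them, against 0.164 for the next pair. They were kept as separate samples, as labelled, and whether they share RNA is not given in the sources used here. With the pair averaged, a setting added after the data were seen, 136 probe sets passed limma's test, against 191.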

Five independent experiments were averaged and analyzed. About 2400 genes show a change in expression at the 95% confidence level (<12% of total transcripts in the array), with about 1800 transcripts showing up-regulation of transcription in response to BMP signaling (positive regulation) and about 800 showing a down-regulation of transcription (negative regulation). 

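With the values as deposited more genes were higher than lower with increased DBL-1 signaling, and after quantile normalization slightly more were lower. At an unadjusted p under 0.05 from limma, 3146 probe sets differed between the strains, 2200 of them higher in BW1940 and 946 lower. At an unadjusted p under 0.01 there were 1155, with 786 higher and 369 lower. After adjustment over the 18801 probe sets, 191 passed at 0.05, with 129 higher and 62 lower. Of the 62, 15 lay in a run of neighbouring genes on chromosome IV, which was chosen after its values were seen. Of the 2899 genes on the 56 gene lists, 38 were among the 191, 31 higher and 7 lower. C-type lectins, secreted proteins with a carbohydrate-binding domain, made up 14 of the 31. The methods' t-test on the log2 values gave 3361 probe sets at the first of these levels and 1382 at the second, and 381 after adjustment. The balance of the calls moved with the scaling of the arrays. After quantile normalization 82 probe sets were higher and 87 lower, and after each array was centred on its median log2 value 89 were higher and 66 lower, against 129 and 62 with the values as deposited. Over all 18801 probe sets the median log2 fold change was 0.08 with the values as deposited and 0.0028 after quantile normalization. Small positive medians of the gene lists below are to be read against this background. With the sperm score as a covariate, a setting added after the data were seen, 1474 probe sets passed (738 higher, 736 lower), all 191 among them. With any 1 array left out the count was lower. Without BW1940 replicates 1 to 5 in turn it was 89, 108, 78, 122 and 151. Without LT186 replicates 1 to 6 in turn it was 86, 125, 107, 140, 134 and 101. Fewer arrays also give the test less power.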

276 genes are regulated within a 99.9% confidence interval, with 186 positively regulated and 90 negatively regulated genes (1.2% of total unique genes in the array)(Additional file 1). 

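Genes with large changes belonged to several families. The scramblase gene scrm-4 had values of 199 ± 24.2 (SD, n = 5) in BW1940 and 19.6 ± 9.59 (SD, n = 6) in LT186, a 10.1-fold difference. Its log2 fold change was 2.87 (standard error 0.22, adjusted p = 9.78e-05). The chemoreceptor gene srbc-15 had a log2 fold change of 2.74 (standard error 0.20, adjusted p = 7.76e-05), cnk-1, which encodes a scaffold protein of Ras signaling, of 2.19 (standard error 0.17, adjusted p = 0.000120), and the cytochrome P450 gene cyp-29A3 of 1.84 (standard error 0.22, adjusted p = 0.00222). Among the genes lower in BW1940, spp-12, which encodes a saposin-like protein, had a log2 fold change of -2.76 (standard error 0.29, adjusted p = 0.000944). Its mean in BW1940 was below 0, so no ratio is given. For ntl-2.2, which encodes a NOT2-like protein, it was -2.49 (standard error 0.29, adjusted p = 0.00212) on the most strongly changed of its 3 probe sets, with values of 18.6 ± 11.7 (SD, n = 5) in BW1940 and 144 ± 39.2 (SD, n = 6) in LT186. T10H10.2 followed at -2.1 (standard error 0.36, adjusted p = 0.0201), and gakh-1, a kinase gene, at -1.90 (standard error 0.12, adjusted p = 2.60e-05). The BW1940 arrays lay near the floor for gakh-1, at 2.49 ± 2.83 (SD, n = 5) in BW1940 and 38.2 ± 3.99 (SD, n = 6) in LT186. At an unadjusted p under 0.001 from limma 275 probe sets differed, 186 higher and 89 lower, and the methods' t-test on the log2 values gave 381, with 244 higher and 137 lower. In 829 probe sets every array of 1 strain lay above every array of the other. Chance gives this in 0.433% of the probe sets tested.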

None of the genes in the 99.9% confidence interval show a change in expression less than 1.5-fold (Additional file 2).

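Most genes at this level changed by more than 1.5-fold. Of the 275 probe sets at an unadjusted p under 0.001 from limma, 266 had means above 0 in both strains. Their median change was 1.92-fold, 28 changed by more than 4-fold, and 25 by less than 1.5-fold, with a smallest change of 1.37-fold. Among the genes with small changes, asp-14, an aspartyl protease gene, was 1.53-fold higher in BW1940. The ubiquitin-conjugating enzyme variant gene uev-3 was 1.51-fold lower. Of the 191 probe sets that passed after adjustment, 183 had means above 0 in both strains. Their median change was 2.12-fold, and 10 changed by less than 1.5-fold.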

From our microarray results, we find that BW1940 *ctIs40 (dbl-1(+))*has about twice the amount of *dbl-1 *transcript as LT186 *sma-6(wk7)*, which is consistent with it being overexpressed (Table 1). 

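The gene dbl-1 encodes the ligand of the pathway and has 2 probe sets on the array. The brighter had values of 79.4 ± 21.5 (SD, n = 5) in BW1940 and 57.3 ± 14.1 (SD, n = 6) in LT186, a 1.38-fold difference, and the other 47.0 ± 16.2 (SD, n = 5) in BW1940 and 22.1 ± 4.74 (SD, n = 6) in LT186, a 2.13-fold difference.
The log2 fold changes were 0.40 (standard error 0.19, adjusted p = 0.318) and 0.78 (standard error 0.22, adjusted p = 0.117) by limma, so that neither passed after adjustment over all probe sets. By the exact permutation test the p was 0.0801 for the brighter and 0.0173 for the other.
Of 17 measured genes of the DBL-1 pathway, 2 were higher in BW1940, 0 were lower, and the others did not pass limma's test (2 higher when adjusted over the list alone, and 3 higher at an unadjusted p under 0.05). The 2 were the receptor gene sma-6 and the Smad gene sma-2, the latter with a log2 fold change of 0.94 (standard error 0.12, adjusted p = 0.00420). The gene sma-6 is itself mutated in LT186, and the paper reports a lower level of its RNA for this allele. The difference in sma-6 therefore cannot be told apart from an effect of the mutation on its own transcript.
Values of sma-2 were 83.1 ± 6.94 (SD, n = 5) in BW1940 and 39.0 ± 6.77 (SD, n = 6) in LT186.

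**Figure D1:**
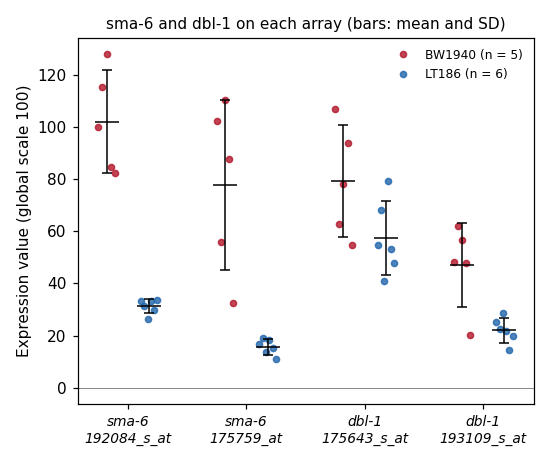
Expression values of the probe sets of sma-6 and dbl-1 on a linear axis, with a point for each of the 5 BW1940 and 6 LT186 arrays and bars for the mean and SD. The strains lie apart in both probe sets of sma-6 and overlap in both of dbl-1.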

To validate the results of the microarray experiment, we performed qPCR on 27 genes that were highly up-regulated or down-regulated in our microarray analyses. We compared the ratio of expression of the two experimental genotypes in the qPCR and the microarray experiments to determine if the difference in levels showed the same trend. All but two samples showed the same trend (Table 1).

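On the arrays, 26 of the 27 genes tested by qPCR had a ratio in the direction of the paper's qPCR ratio. The exception was hpo-31 (F55B12.4), at 12.7 ± 18.3 (SD, n = 5) in BW1940 and 47.0 ± 15.5 (SD, n = 6) in LT186. Its log2 fold change was -1.43 (standard error 0.40, adjusted p = 0.118) by limma, with an exact permutation p of 0.00433, while the paper's qPCR ratio is above 1.
For srbc-15 (F15E11.10) the paper's qPCR ratio is 1.02, against 9.59 on the arrays. Of the 27 genes, 16 passed limma's test after adjustment.
Across the 27 genes, log2 ratios of the array means and log2 qPCR ratios had a Spearman correlation of 0.731 and a Pearson correlation of 0.799. The permutation p of each was 1e-05, the smallest that 100000 permutations can give. The 27 genes were chosen by the authors for large changes on these arrays, and genes are not independent replicates.

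**Figure D2:**
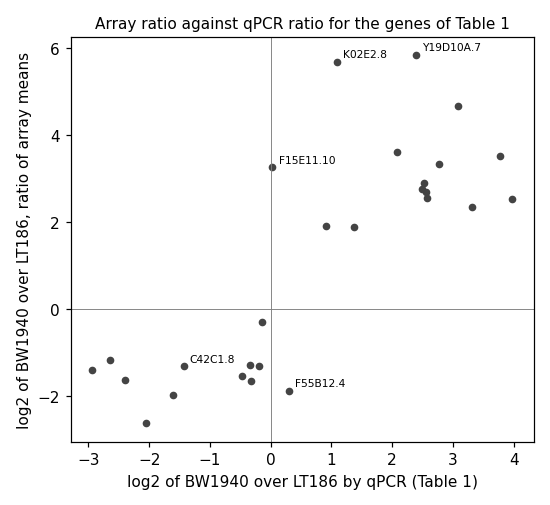
Log2 ratio of BW1940 over LT186 from the array means (vertical axis) against the log2 qPCR ratio of Table 1 (horizontal axis), with a point for each of the 27 genes. All points but that of F55B12.4 lie in the quadrants of equal sign.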

**Table 1:** Quantitative PCR results.

Gene name	qPCR	Microarray	Agreement
*dbl-1*		2.12	

*sma-6*		4.94	

K07C6.3	0.79	0.41	YES

H12I13.4	0.80	0.80	YES

C25D7.6	0.91	0.28	YES

Y69H2.9	0.19	0.31	YES

C42C1.8	0.37	0.40	YES

T09F5.9	5.62	6.78	YES

F11A6.2	6.79	10.12	YES

Y19D10A.7	5.22	55.30	YES

T10H10.2	0.24	0.16	YES

K02E2.8	2.12	52.80	YES

C29F3.2	5.77	1.48	YES

C29F3.5	9.96	5.095	YES

C05A9.1	1.88	3.77	YES

W09B7.2	5.90	6.42	YES

R02E12.6	0.72	0.33	YES

F44A2.1	0.13	0.12	YES

F01G10.3	0.33	0.25	YES

F21F8.4	0.16	0.44	YES

T21E8.1	8.49	25.64	YES

Y38E10A.5	4.21	12.19	YES

F56A4.2	13.65	11.45	YES

F35C5.9	5.92	5.88	YES

F55G11.4	15.78	5.79	YES

T11F9.4	2.60	3.72	YES

F59A7.2	0.88	0.40	YES

F55B12.4	1.23	0.27	NO

F15E11.10	1.02	9.57	NO

The numeric values shown under each genotype tested represent the relative difference of BW1940 to LT186, with each value normalized to an internal standard. A value of 1 represents identical expression to the standard.

### Regulation of body size genes

How cell and organismal size is controlled is an old question that has been studied at the molecular level in yeast and only sporadically in multicellular organisms [14-16]. Body size is defined at the cellular level by cell number (a result of proliferation and cell death) and cell size [14,17,18]. Besides environmental factors and hormones, TGFβ superfamily signaling pathways have also been clearly implicated in controlling cell and body size in *C. elegans*, *D. melanogaster *[19-21], and in vertebrates [22,23]. Furthermore, because of TGFβ superfamily pathways' roles in cell growth and proliferation, they are commonly associated with uncontrolled cell growth in cancers [24].

This study addresses the mechanisms by which body size is executed in a multicellular organism. *C. elegans *is the only model multicellular organism where the cell number is defined: 959 somatic cells in adult hermaphrodites and 1021 somatic cells in adult males [25]. By removing the cell number variable, our results focus on how cell size differences are achieved through our BMP-like signaling pathway.

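Most genes of energy generation and biosynthesis had small positive log2 fold changes, of which 0 passed limma's test, and the medians of oxidative phosphorylation and of glycolysis and the TCA cycle lay below 0 after quantile normalization. The median log2 fold change was 0.39 over 17 genes of nucleotide synthesis, 0.28 over 41 genes of oxidative phosphorylation, 0.19 over 41 genes of glycolysis and the TCA cycle, 0.18 over 40 genes of amino acid metabolism and 0.17 over 74 genes of fatty acid metabolism. The values were above 0 in 15, 36, 36, 30 and 51 genes of these lists, in that order. Over all probe sets tested the median was 0.08, so that part of a small positive median is shared with the whole array. Examples are pyr-1, which begins pyrimidine synthesis, at 0.62 (adjusted p = 0.142), the ATP synthase gene atp-1 at 0.46 (adjusted p = 0.134), dld-1, an enzyme of the TCA cycle, at 0.57 (adjusted p = 0.113), and bcat-1, a branched-chain aminotransferase, at 0.89 (adjusted p = 0.239). After adjustment 0 genes of these 5 lists passed limma's test, over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05, 8, 21, 12, 7 and 15 were higher, and 0, 1, 0, 0 and 1 lower. As groups, 4 of the 5 lists shifted up against the other genes by camera, with adjusted p of 0.00627, 4.95e-05, 0.000392 and 0.0265 (0.0829 for fatty acid metabolism). When the correlation between genes was estimated, the adjusted p of these 4 lists were 0.204, 0.510, 0.510 and 0.551. By fry, which tests a list without comparing it with other genes, the 4 lists passed (adjusted p = 0.0124, 0.0338, 0.0294 and 0.0431; 0.0528 for fatty acid metabolism). The mean log2 values of the 5 lists had exact permutation p of 0.00649, 0.0130, 0.00216, 0.00866 and 0.154. Amino acid metabolism did not pass camera without BW1940 replicate 2 or LT186 replicate 1 or 6 (medians 0.14 to 0.18), and fatty acid metabolism passed without BW1940 replicate 1 or LT186 replicate 3 or 5 (medians 0.18 to 0.20), but in none of these with an estimated correlation. After quantile normalization the medians of the 5 lists were 0.25, -0.00168, -0.04, 0.000774 and 0.01, so that 2 of them lay below 0, and 0 lists passed camera (smallest adjusted p = 0.0514).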

Metabolic genes were enriched in our panel of highly up-regulated genes, including energy generation, protein expression, nucleotide synthesis, carbohydrate metabolism, amino acid metabolism and biosynthesis (Table 2). Additionally, we observed a small but consistent up-regulation of ribosomal proteins. 

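All 73 ribosomal protein genes measured had positive log2 fold changes, in a narrow range. The median was 0.36, with quartiles of 0.34 and 0.39. The highest were rps-29 at 0.49 (standard error 0.18, adjusted p = 0.211) and rps-16 at 0.47 (standard error 0.18, adjusted p = 0.237). The mean log2 value of the 73 genes was 10.96 ± 0.19 (SD, n = 5) in BW1940 and 10.60 ± 0.18 (SD, n = 6) in LT186. The exact permutation p of this difference was 0.0130. Over all probe sets 0 of the genes passed limma's test. Adjusted over the list alone 69 were higher, and 69 were higher at an unadjusted p under 0.05. By camera the list shifted up against the other genes, with an adjusted p of 1.04e-20. For an estimated correlation of 0.887 between its genes the adjusted p was 0.501, and by fry it was 0.0338. Quantile normalization, which gives every array the same distribution of values, left a median of 0.02 (adjusted p = 0.321 by camera).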

Ribosomal proteins have been shown experimentally to be important for cell size regulation in yeast [26], *Drosophila *[27,28], and *Arabidopsis *[29]. 

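Most proteasome subunit and translation factor genes had small positive log2 fold changes, and neither list passed camera after quantile normalization. Of 33 proteasome genes measured, 32 had positive log2 fold changes, with a median of 0.23 and the value of pbs-5, a core particle subunit, at 0.54 (standard error 0.12, adjusted p = 0.0639). Of 38 translation factor genes 30 had positive values, with a median of 0.19, and the elongation factor gene eef-1A.1 stood at 0.42 (standard error 0.12, adjusted p = 0.126). Genes of the ubiquitin pathway went both ways, with a median of 0.11 over 25 genes. The ubiquitin-conjugating enzyme variant gene uev-3 was lower in BW1940, at -0.47 (standard error 0.10, adjusted p = 0.0458). Over all probe sets limma's test passed 0 proteasome genes, 0 translation factor genes and 1 gene of the ubiquitin pathway, uev-3. Adjusted over the list alone it passed 1 proteasome gene, and at an unadjusted p under 0.05 there were 8 proteasome genes higher, 6 translation factor genes higher and 1 lower, and 5 genes of the ubiquitin pathway higher and 2 lower. By camera the proteasome list shifted up (adjusted p = 3.31e-05), as did the translation factors (adjusted p = 0.0382). Their adjusted p with an estimated correlation were 0.514 and 0.635, and by fry 0.0424 and 0.0553. Their mean log2 values had exact permutation p of 0.0281 and 0.0325. The translation factors did not pass camera without BW1940 replicate 1, 2 or 5 or LT186 replicate 1 or 6 (medians 0.13 to 0.22). Quantile normalization left medians of 0.03 and 0.02, with adjusted p of 0.611 for the proteasome and 0.778 for the translation factors. The genes of protein degradation that the study itself selected on these arrays are not independent evidence of a direction. Of the 24 measured, 2 were higher, 1 was lower and 21 had positive values. For unc-101 (-0.15) another probe set lay nearer the paper's value, with a log2 ratio of means of 0.39. The other negative genes, uev-3 and C33C12.8, are lower in the paper as well. Of the 49 genes of protein synthesis that the study selected 0 passed limma's test, 48 had positive values and 49 had an unadjusted p under 0.05.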

Protein synthesis and degradation genes were also enriched (Additional file 3), including ubiquitinylation pathway proteins, suggesting that not only are increased amounts of protein required in the longer animal, but also increased protein turnover machinery.

**Table 2:** Microarray results associated with coregulated gene groups.

Gene List	Representation Factor	P-value	Regulated genes	# in group
**Up-regulated**				

Mount 8	1.9	<1.6e-14	153	803

Mount 20	1.6	<0.007	27	160

Mount 23	4.6	<4.1e-29	67	143

Mount 24	2	<1.8e-04	28	133

Mount 27	4.8	<2.9e-20	43	87

Mount 30	1.9	<0.071	7	36

Mount 31	4.3	<1.5e-05	11	25

Amino Acid Metabolism	1.3	<0.179	14	104

Biosynthesis	1.3	<0.012	65	478

Carbohydrate Metabolism	1.5	<0.040	19	121

Cell Structure	1.4	<0.042	31	219

Cell biology	1.8	<0.077	8	44

Collagen	1.5	<0.16	28	179

Energy Generation	2.1	<3.0e-04	25	117

Intestine	3.6	<0.041	3	8

Nucleotide Synthesis	2.2	<0.004	14	62

Proteases	2.1	<2.6e-04	25	116

Protein Expression	2.2	<9.9e-14	90	390

RNA binding	2.7	<2.6e-13	59	209

**Down-regulated**				

Mount 7	3.1	<2.3e-28	115	810

Mount 11	3.3	<1.2e-24	90	587

DNA Repair Genes	5.5	<3.3e-06	11	44

Germ Line Enriched	3.6	<1.2e-24	83	508

Meiosis	3.8	<0.019	4	23

Mitosis	2.7	<0.003	10	80

Oocyte-enriched	1.8	<0.008	21	258

Specific functional groups were found to be over-represented in our 99.0% significant group using Stanford Microarray Database web tools [57]. 

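C-type lectins, lysozymes, infection-response and DAF-16-downstream genes, proteases, intestinal genes and ribosomal proteins were over-represented among the higher genes, and genes of DNA repair, meiosis, mitosis, the germ line and MATH and BATH proteins among the lower. At an unadjusted p under 0.01 from limma, 31 of 151 C-type lectin genes were higher in BW1940, 8 of 23 genes of digestive and lysosomal proteases, 7 of 21 intestinal genes, 6 of 13 lysozyme genes and 6 of 16 infection-response and DAF-16-downstream genes. By Fisher's exact test against the 14299 genes tested, with adjustment over the 56 lists, the adjusted p were 2.10e-11, 0.000106, 0.000268, 0.000172 and 0.000449. Ribosomal protein genes, with 9 of 73 higher, had an adjusted p of 0.0342. Other lists of immune families did not pass: 4 of 20 lipase genes were higher (adjusted p = 0.0680), 2 of 17 saposin-like genes (adjusted p = 0.588), 1 of 10 pals genes (adjusted p = 0.880) and 1 of 24 antimicrobial peptide genes (adjusted p = 1). Among the lower genes were 9 of 53 DNA repair genes (adjusted p = 8.37e-05), 7 of 35 meiosis genes (adjusted p = 0.000172), 7 of 61 mitosis genes (adjusted p = 0.00365), 5 of 40 germ line genes (adjusted p = 0.0166) and 6 of 65 genes of MATH and BATH proteins (adjusted p = 0.0254), while 8 others of these 65 were higher (adjusted p = 0.0524). Chemoreceptor genes were under-represented among the lower, with 1 of 663 (adjusted p = 0.000231). The 5 lists of energy generation and biosynthesis did not pass (smallest adjusted p = 0.184, for amino acid metabolism). With calls after adjustment, 2 lists were over-represented, the C-type lectins (adjusted p = 4.59e-10) and the infection-response and DAF-16-downstream genes (adjusted p = 0.0109), both among the higher genes. Fisher's test takes genes as independent. By camera with an estimated correlation 0 of the lists named here passed, with adjusted p of 0.169 for C-type lectins, lysozymes, infection-response and DAF-16-downstream genes, DNA repair and the germ line, 0.204 for proteases, intestinal genes and mitosis, 0.297 for meiosis, 0.501 for ribosomal proteins (median 0.02 after quantile normalization), 0.637 for MATH and BATH proteins and 0.772 for chemoreceptors. These lists were drawn up by gene family and function and are not the groups of Table 2.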

A representation factor of 1.0 would be expected in a randomly generated list of genes. Higher values show enrichment for genes in that functional group. P values represent the likelihood of achieving that enrichment by chance. Mount 7 contains germline enriched, oocyte, mitosis, and meiosis genes, Mount 8 contains intestinal genes, proteases, carboxylesterases, lipases, and antibacterial proteins. Mount 11 contains germline enriched, oocyte, meiosis, mitosis, retinoblastoma enriched complex. Mount 20 contains germline enriched, biosynthesis, protein expression, and heat shock genes. Mount 23 contains protein expression and energy generation genes. Mount 24 contains amino acid metabolism, lipid metabolism, and fatty acid oxidation genes. Mount 27 contains amino acid metabolism and energy generation genes. Mount 30 contains protein expression genes, and Mount 31 is not characterized. In addition to Mountains, gene expression is also clustered by biofunctional groups. Number of genes in the group represent the number of genes from several experiments that show coregulation of expression for a particular mountain [57].

Structural genes are also up-regulated by DBL-1 signaling (Additional file 4). 

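Of the structural genes of Additional file 4, 45 were measured with a named probe set, and 42 of them had positive log2 fold changes. Their median was 0.44, and the values ran from -0.41 to 1.31. For col-69 (-0.08) and gfi-2 (-0.19) another probe set lay nearer the paper's value, with log2 ratios of means of 0.94 and 0.48. The lowest, klc-1, is lower in BW1940 in the paper as well. After adjustment 0 of the 45 passed limma's test, and 40 had an unadjusted p under 0.05. Collagens made up 22 of the 45, with 21 positive values and a median of 0.42. The 9 actin, myosin and tubulin genes all had positive values, with a median of 0.35. The authors chose these genes on the same arrays, so their directions are not independent evidence.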

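Most collagen genes, which build the cuticle, had positive log2 fold changes, but their mean overlapped between the strains. Of 141 measured, 132 were positive, with a median of 0.39. The adult collagen gene col-19 differed widely between arrays of the same strain, at 1.45 (standard error 1.50, adjusted p = 0.713). Cuticlin genes, whose products also form cuticle, had a median of 0.05 over 33 genes, 20 of them positive. By limma 0 genes of either list passed, over all probe sets or adjusted over the list alone, and 26 collagen and 4 cuticlin genes were higher at an unadjusted p under 0.05. By camera the collagens had an adjusted p of 6.18e-05 and the cuticlins of 0.961. Estimating the correlation gave the collagens an adjusted p of 0.501, and by fry it was 0.0414. The mean log2 value of the collagens was 8.05 ± 0.40 (SD, n = 5) in BW1940 and 7.63 ± 0.48 (SD, n = 6) in LT186, with an exact permutation p of 0.154. Within a strain, the median slope of collagen genes on the sperm score was 0.18 (log2 per unit). Quantile normalization left a median of 0.19 for the collagens (adjusted p = 0.000745).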

Many non-dauer specific collagens and other extracellular matrix genes have increased gene expression at the 95th percentile with increased DBL-1 signaling. 

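Most genes of muscle filaments and of microtubules had small positive log2 fold changes, of which 0 passed limma's test over all probe sets, and the median of muscle filaments lay below 0 after quantile normalization. Of 26 muscle sarcomere genes 22 had positive log2 fold changes, with a median of 0.24, and the myosin light chain gene mlc-2 stood at 0.36 (standard error 0.15, adjusted p = 0.251). Of 16 tubulin genes 14 were positive, with a median of 0.17. The α-tubulin genes tba-7 and tba-4 had the largest values, at 0.98 (standard error 0.31, adjusted p = 0.159) and 0.55 (standard error 0.14, adjusted p = 0.0847). Over all probe sets limma passed 0 genes of either list. Adjusted over the list alone it passed 1 tubulin gene, and at an unadjusted p under 0.05 8 sarcomere genes and 5 tubulin genes were higher. By camera the sarcomere list had an adjusted p of 0.0162 and the tubulins of 0.051. Estimating the correlation gave an adjusted p of 0.721 for the sarcomere list and 0.278 for the tubulins. By fry the adjusted p were 0.216 and 0.0169. The exact permutation p of the mean log2 values were 0.266 and 0.00433. Without BW1940 replicate 1 or 5 or LT186 replicate 1 or 6 the sarcomere list did not pass camera (medians 0.17 to 0.22), while the tubulins passed without BW1940 replicate 2 or LT186 replicate 6 (medians 0.18 to 0.20; adjusted p of 0.242 to 0.315 with an estimated correlation). After quantile normalization the sarcomere median was -0.05 (adjusted p = 0.369 by camera) and the tubulin median 0.03 (adjusted p = 0.720 by camera).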

Intracellular structural genes, like actins, myosins, and tubulins also show positive changes. However, whether these drive body size changes or are a response to the need for more structural proteins by larger cells remains uncertain.

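Genes expressed in the germ line shifted down in BW1940. Of 40 measured, 36 had negative log2 fold changes, with a median of -0.29 and quartiles of -0.45 and -0.16. A single gene passed limma's test over all probe sets, gld-3, which encodes an RNA-binding protein of germ cells. Its values were 38.2 ± 7.84 (SD, n = 5) in BW1940 and 74.3 ± 10.7 (SD, n = 6) in LT186, with a log2 fold change of -0.81 (standard error 0.13, adjusted p = 0.0176). When adjusted over the list alone 3 genes were lower, and 17 were lower at an unadjusted p under 0.05. By camera the list shifted down against the other genes (adjusted p = 5.66e-11). With an estimated correlation the adjusted p was 0.169, and by fry it was 0.0220. The mean log2 value of the list had an exact permutation p of 0.00649. Their median slope on the sperm score within a strain was 0.09 (log2 per unit). Quantile normalization gave a median of -0.37.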

Germline genes comprise the largest category of genes down-regulated by DBL-1 signaling in our data set. These categories include mitotic and meiotic genes as well as DNA repair genes and oocyte specific genes (Table 2). 

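Most genes of each of these groups had negative values, and of the 4 groups DNA repair alone passed both camera and fry. The median log2 fold change was -0.33 over 35 meiosis genes, -0.27 over 61 mitosis genes, -0.25 over 53 DNA repair genes and -0.24 over 35 genes of oocytes and early embryos. Negative values were found in 33, 53, 50 and 30 genes, in that order. The meiotic gene zim-1, which acts in chromosome pairing, had a log2 fold change of -1.35 (standard error 0.32, adjusted p = 0.0738), with values near the floor in BW1940. The polo-like kinase gene plk-2 stood at -0.65 (standard error 0.22, adjusted p = 0.177). Over all probe sets 0 genes of the 4 lists passed limma's test. Adjusted over the list alone, 7 meiosis genes, 2 mitosis genes and 9 DNA repair genes were lower, and at an unadjusted p under 0.05 10, 18, 16 and 1 genes of the 4 lists were lower and 0, 0, 1 and 1 higher. By camera the adjusted p were 2.83e-11, 1.24e-11, 4.65e-14 and 0.000643. The adjusted p with an estimated correlation were 0.297, 0.204, 0.169 and 0.637, and by fry 0.0702, 0.0528, 0.0203 and 0.479. The mean log2 values of the 4 lists had exact permutation p of 0.0476, 0.0541, 0.0130 and 0.468. For the oocyte genes the median was -0.11 without LT186 replicate 6, and camera did not pass. Within a strain, the median slope on the sperm score was 0.37 for oocyte genes and 0.22 for meiosis genes (log2 per unit).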

Recently, the DBL-1 signaling pathway was shown to negatively regulate reproductive aging [30]. Pathway mutants appear to extend the reproductive span of older hermaphrodites by improving oocyte quality, not by affecting ovulation rate, early progeny number, or brood size. The model proposed is that DBL-1 normally modulates reproductive rates in response to environmental stress, and that loss of DBL-1 constitutively extends reproductive aging. Somatic life span was largely independent from germline health span. Our results indicate that the mechanism by which this phenomenon acts is through transcriptional regulation of germline-specific genes. We tested if altered regulation of germline genes affected brood size. To test this idea, we picked single L4 animals to plates and allowed them to lay eggs. The parental hermaphrodites were transferred and the eggs were counted every eight hours until no more eggs were laid. DBL-1 overexpressing animals (BW1940) had an identical brood size (272 eggs on average, n = 10) to wild type. *sma-6 *animals show a significantly smaller brood size (p = .002), averaging only about 122 eggs. This brood size is similar to those of other mutant strains that have loss of DBL-1 pathway gene function [30]. Furthermore, eggs and embryos from mutants in the DBL-1 pathway are of normal size and the gonad from DBL-1 overexpressing animals is not proportionally bigger (our unpublished observations and [31]). Our results suggest that increased DBL-1 pathway signaling does not greatly affect the germline but loss of signaling does, by increasing expression of normally repressed germline-specific genes.

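No single cell cycle regulator gene passed the test, and the median difference was small and negative. Of 39 measured, 29 had negative log2 fold changes, 0 passed limma's test over all probe sets or adjusted over the list alone, and at an unadjusted p under 0.05 1 was higher and 6 were lower in BW1940. The cyclin A gene cya-1 had a log2 fold change of -0.59 (standard error 0.18, adjusted p = 0.142). Among 38 genes of DNA replication 2 were lower and 0 higher (2 lower when adjusted over the list alone, and 11 lower at an unadjusted p under 0.05). They were orc-4, a subunit of the origin recognition complex, at -0.61 (standard error 0.11, adjusted p = 0.0226), and pold-2, a subunit of DNA polymerase δ, at -0.56 (standard error 0.12, adjusted p = 0.0458). The median log2 fold change was -0.17 for the regulators and -0.23 for the replication genes, and both lists shifted down by camera (adjusted p = 0.000643 and 4.23e-08). The adjusted p with an estimated correlation were 0.204 and 0.309, and by fry 0.0769 and 0.0706, so that neither list passed by these. The exact permutation p of the mean log2 values were 0.0584 and 0.0455. These arrays measured RNA of whole animals, which includes the dividing cells of the germ line.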

Cell cycle genes appear to be largely unaffected at the transcriptional level by DBL-1 signaling at the L4 stage. Other TGFβ superfamily members have been implicated in cell cycle regulation and cell proliferation, not only during development and homeostasis, but also during cancer progression [24,32]. In *C. elegans*, body size is dissociated from cell proliferation and number; however it is associated with endoreduplication in the polyploid hypodermal cells. Long animals with increased DBL-1 signaling have increased ploidy in hypodermal cells, and small animals with decreased DBL-1 signaling have reduced ploidy at later stages [3,31,33,34]. This indicates that some cell cycle genes are regulated by DBL-1, perhaps post-transcriptionally or at a level that does not reach significance in our analyses. Further, cell cycle genes may be altered at later stages of development. DBL-1 signaling does not affect the organism's maturation time or number of somatic cells, but pathway mutants do have reduced brood sizes, as indicated above. This could be an indication of cell cycle regulation in the adult gonad [4,7,35].

Another similar but distinct published analysis has produced overlapping results. Mochii et al. (1999) screened an arrayed filter of *C. elegans *cDNAs (representing 7584 genes) for differences in regulation between *dbl-1(lf)*, *sma-2(lf)*, *lon-2(lf)*, and wild-type populations of third larval-stage animals [36]. Their results showed 20 genes (22 clones) that were both highly down-regulated in *dbl-1(lf) *and *sma-2(lf) *animals and significantly up-regulated in *lon-2(lf) *animals. Of those 20 genes, we find 14 are also highly regulated in our screen (Additional file 5). 

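Additional file 5 marks 8 genes as shared with Mochii et al., and all 8 had positive log2 fold changes here, from 0.40 to 2.33. Of them, 4 passed limma's test after adjustment, and 8 had an unadjusted p under 0.05. The 4 were R09H10.5, at 0.72 (standard error 0.14, adjusted p = 0.0326), and the C-type lectin genes clec-63, at 0.66 (standard error 0.11, adjusted p = 0.0150), clec-65 and clec-66. K01A2.3 had values of 40.2 ± 21.8 (SD, n = 5) in BW1940 and 12.7 ± 2.76 (SD, n = 6) in LT186 and a log2 fold change of 1.06 (standard error 0.23, adjusted p = 0.0613). For C08E3.13 it was 1.30 (standard error 0.37, adjusted p = 0.126), and for ctsa-2, a lysosomal cathepsin A gene, 0.54 (standard error 0.13, adjusted p = 0.0882). The probe set taken for C08E3.13 is annotated to several genes. Additional file 2 gives its values under both C08E3.13 and K01A2.3, so that the assignment is not certain. In each of the 3 genes K01A2.3, C08E3.13 and ctsa-2 every BW1940 array lay above every LT186 array, with an exact permutation p of 0.00216, 0.0108 and 0.00433. In lys-8, which did not pass either, at 0.40 (standard error 0.13, adjusted p = 0.153), the arrays of the strains overlapped (exact permutation p = 0.00649). The authors chose the genes of Additional file 5 on these arrays.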

Included in this subset are the DBL-1 receptor gene, *sma-6*, and *lon-1*, a downstream transcriptional target of DBL-1 signaling [7,35]. 

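The gene lon-1 encodes a secreted protein that shortens the body. Its expression values were 512 ± 127 (SD, n = 5) in BW1940 and 658 ± 130.2 (SD, n = 6) in LT186, so that the ratio of BW1940 to LT186 was 0.778. The log2 fold change was -0.37 (standard error 0.19, adjusted p = 0.363) by limma, and the exact permutation p was 0.0909. It did not pass after adjustment, and the direction is that of lower expression in BW1940.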

Our microarray data for *lon-1 *indicates there may be regulation, similar to what was previously reported, but variation between the data sets puts this result below the 95% confidence. In our previous study of *lon-1*, we reported a difference in expression of LON-1 protein between *lon-1 *and *sma-6 *of about 30% [35]. This level of change would not be detected with confidence in a microarray experiment.

Taken together these results suggest that the ultimate effects of DBL-1 signaling on body size in *C. elegans *may be accomplished through changes in regulating a broad range of genes involved in metabolism and structure.

### Hedgehog superfamily signaling is a downstream regulator of DBL-1 signaling

We identified three hypodermal *wrt *genes and patched receptor genes in our array. *wrt-1 *and *wrt-8 *were significantly up-regulated, 10-fold and 8-fold respectively. *wrt-4 *was up-regulated but just below statistical significance in our experiments, but was up-regulated significantly in Liang et al (2007), using a different set of TGFβ transducers [37]. 

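The warthog genes wrt-1 and wrt-8, which encode hedgehog-related proteins, had the largest changes of their family, with a wide spread between arrays. Values of wrt-1 were 384 ± 231 (SD, n = 5) in BW1940 and 40.9 ± 55.8 (SD, n = 6) in LT186, a ratio of 9.38, and those of wrt-8 were 109 ± 73.5 (SD, n = 5) in BW1940 and 14.7 ± 13.2 (SD, n = 6) in LT186, a ratio of 7.40. Without LT186 replicate 5 the ratio of wrt-1 was 17.3, and as a ratio of medians it was 24.0. The log2 fold changes were 3.42 (standard error 0.84, adjusted p = 0.0844) for wrt-1 and 2.14 (standard error 0.55, adjusted p = 0.0967) for wrt-8 by limma, with an exact permutation p of 0.0152 for each. For wrt-4 the log2 fold change was 1.00 (standard error 0.83, adjusted p = 0.622) and the exact permutation p 0.310. With the sperm score as a covariate, a setting added after the data were seen, wrt-1 and wrt-8 passed (adjusted p = 0.0173 and 0.0203). Of 45 warthog and other hedgehog-related genes 0 passed limma's test, over all probe sets or adjusted over the list alone, and 3 were higher at an unadjusted p under 0.05. Their median log2 fold change was 0.22 (adjusted p = 0.273 by camera). Of 25 patched-related genes 0 passed, with 2 higher at an unadjusted p under 0.05 and a median of 0.10. The median slope of the hedgehog-related genes on the sperm score within a strain was 0.28 (log2 per unit).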

Nematodes do not have *hedgehog *genes, but bioinformatic analysis shows there are several genes that have a conserved Hint domain (autoprocessing domain, similar to the intein domain in *hedgehog*) but a different N-terminal ligand domain (similar in size to the *hedgehog *domain, but with no sequence similarity). These genes are called *warthog *to show their relationship to *hedgehog *[38-40]. The three *warthog *genes that are regulated by DBL-1 are exclusively expressed in the hypodermis [38]. All three *warthog *genes are related to each other in both the *wart *and Hint domains, with *wrt-4 *and *wrt-8 *being most similar to each other (~55% identity between *wrt-4 *and *wrt-8 *and about 30% identity between *wrt-1 *and the other two).

We obtained gene knockouts from the nematode genome consortium (National BioResource Project; http://www.shigen.nig.ac.jp/c.elegans/index.jsp) for the three *wrt *genes in order to test the hypothesis that they affect body size. We made and measured double and triple mutant combinations of animals. Measurements of the *wrt *mutants singly and in combination with each other show that they are smaller than wild-type animals (~89%, see Table 3). The double and triple mutant combinations of these three genes do not show a further reduction of body size, suggesting that all three operate in the same pathway. The partial reduction in size observed with the triple mutant, compared to loss of *dbl-1 *pathway function, could be explained by the existence of several other *warthog *genes that show low levels of expression in the hypodermis [37,38]. A Sma body size for the *wrt *genes has also been reported in RNAi experiments [41]. Additional evidence that these genes are linked to body size comes from our injection experiments. Overexpression of *wrt-1 *is mostly lethal, but animals that escaped this terminal phenotype are Sma. Likewise, a partial genomic fragment of *wrt-1 *fused to GFP is also mostly lethal, with escapers presenting a Sma phenotype. A genomic *wrt-8:gfp *fusion (containing part of the ligand domain fused to *gfp*, driven by 2180 bp of *wrt-8 *promoter sequence) was injected and the resulting transgenic animals are Sma. These overexpression phenotypes suggest that proper levels of WRT-1 and WRT-8 are required for normal body size morphology.

**Table 3:** Body lengths of *warthog *mutants.

Genotype	% length of N2	n	P-value
wild type (N2)	100 ± 2	10	

*sma-6(wk7)*	66 ± 4	21	<.001

*wrt-1(tm1417)*	89 ± 4	17	0.290

*wrt-4(tm1911)*	89 ± 4	18	0.014

*wrt-8(tm1585)*	87 ± 4	20	0.080

*wrt-1(tm1417); wrt-4(tm1911)*	85 ± 3	17	0.020

*wrt-1(tm1417); wrt-8(tm1585*	89 ± 4	12	0.036

*wrt-8(tm1585); wrt-4(tm1911)*	85 ± 4	21	0.061

*wrt-1(tm1417); wrt-8(tm1585); wrt-4(tm1911)*	87 ± 4	17	0.036

Body size measurements of single, double, and triple mutant combinations. n represents number of animals measured 48 hours after the L4 stage. The P-value is the probability that the tested strain length is the same as the wild type.

Liang et al (2007) compared expression patterns between *dbl-1(lf)*, *sma-9(lf)*, and wild-type animals [37]. *sma-9 *encodes a predicted co-transcription factor for the DBL-1 pathway Smads [42]. They found 31 genes are commonly regulated by *sma-9 *and *dbl-1*. Only one, *wrt-1*, is down-regulated in both *dbl-1(lf) *and *sma-9(lf) *microarrays relative to the wild type. This supports our microarray results showing significant up-regulation of *wrt-1 *when *dbl-1 *is overexpressed.

While DBL-1 affects the body size of animals living in reproductively favorable conditions, *C. elegans *has another BMP superfamily member, DAF-7, that regulates an alternative life stage called dauer, a facultative diapause that animals enter in response to harsh environmental conditions [43,44]. DBL-1 and DAF-7 use the same Type II receptor, DAF-4. We reasoned that DBL-1 and DAF-7 might use similar but distinct mechanisms or signaling pathways to regulate their distinct effects. To address this, we compared our results to those from a microarray experiment that compared non-dauer larvae at around the L2 molt to same stage (L2d) animals entering dauer due to loss of function of DAF-7 or the DAF-7 Smads DAF-8 and DAF-14 [45]. The dauer analysis showed that *dbl-1 *is down-regulated in dauering animals, and also identifies several genes related to Hedgehog (Hh) by a common Hog domain, as well as Patched (Hh receptor) genes. Consistent with the down-regulation of *dbl-1 *in animals entering dauer, they also found that *wrt-1 *and *wrt-8 *were also down-regulated. Seven patched genes were also significantly down-regulated in the dauer study, while we found another, *ptr-24*, to be 1.3-fold (P = 0.014) up-regulated. This indicates that DBL-1 and DAF-7 are using similar mechanisms (*wrt *signaling pathways) to regulate distinct biological outcomes.

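Expression of ptr-24, a gene of the patched-related family, differed little but evenly between the strains. Its values were 404 ± 59.4 (SD, n = 5) in BW1940 and 299.8 ± 15.7 (SD, n = 6) in LT186, a ratio of 1.35, and every BW1940 array lay above every LT186 array (exact permutation p = 0.00216). Its log2 fold change was 0.41 (standard error 0.11, adjusted p = 0.122) by limma, so that it did not pass after adjustment over all probe sets.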

### Regulation of male spicule development

Because we used a hermaphrodite population in our studies, we expected to exclude most genes highly regulated by DBL-1 during male tail development. That is largely the case, since most are expressed male-specifically. One that was identified, *lin-31*, also has roles in hermaphrodite development [46]. LIN-31 is a forkhead transcription factor, which in other systems is a Smad co-factor [9]. LIN-31 is implicated in DBL-1-mediated male tail development, as *lin-31 *mutant males have crumpled spicules like those exhibited by *dbl-1 *pathway mutant males [9]. We show a transcriptional effect of DBL-1 on *lin-31*, as it is 1.5-fold (P = 0.036) up-regulated by pathway signaling. This indirectly supports the hypothesis that DBL-1 acts through LIN-31 in affecting spicule development.

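The gene lin-31 encodes a winged-helix transcription factor, and its 2 probe sets differed. The brighter gave 46.1 ± 11.4 (SD, n = 5) in BW1940 and 46.3 ± 20.1 (SD, n = 6) in LT186, a ratio of 0.995, and the other gave 21.3 ± 5.99 (SD, n = 5) in BW1940 and 14.5 ± 3.70 (SD, n = 6) in LT186, a ratio of 1.47. Their log2 fold changes were 0.04 (standard error 0.23, adjusted p = 0.963) and 0.34 (standard error 0.16, adjusted p = 0.301) by limma. The exact permutation p was 0.859 for the brighter probe set and 0.0563 for the other, and neither passed after adjustment. The sign of the brighter probe set changed without BW1940 replicate 1 (log2 fold change of -0.06) and without LT186 replicate 5 (-0.06) or 6 (-0.03).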

### Regulation of immunity

TGFβ superfamily members play a role in immune responses in mammals [47]. DBL-1 is up-regulated in microarrays analyzing *C. elegans *innate immunity, and *dbl-1(lf) *animals succumb sooner than the wild type to infection by pathogenic bacteria and yeast [5,6,48,49]. While the DBL-1 pathway is required solely in the hypodermis for its body size role, all receptors and Smads are more strongly expressed in the intestine and/or pharynx, primary sites for the *C. elegans *immune response [50]. A plausible explanation for DBL-1 pathway expression in the intestine is that it transcriptionally regulates genes required for an immune response. In our microarray study, animal populations were bleached to not only stage them but also to control for possible contamination responses unrelated to genotype. We identified several families of genes known to be involved in the immune response, including lysozymes, lectins, and lipase, as well as *npr-1 *(Additional file 5) [5,11,12]. 

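Some members of 3 immune families, most of them C-type lectins, were higher with increased DBL-1 signaling, while antimicrobial peptide and pals genes did not pass. Of 151 C-type lectin genes 14 were higher and 1 was lower (clec-70, named after its values were seen), of 13 lysozyme genes 2 were higher, and of 20 lipase genes 1 was higher (32 higher and 1 lower, 8 higher and 5 higher when adjusted over the list alone). The median log2 fold changes were 0.27, 0.44 and 0.30. After quantile normalization 10, 1 and 1 genes of these 3 lists passed as higher, and after each array was centred on its median 11, 1 and 1. Of 24 antimicrobial peptide genes and 10 pals genes 0 passed limma's test (1 and 4 higher at an unadjusted p under 0.05, and 0 and 1 when adjusted over the list alone), and by camera the adjusted p were 0.961 and 0.0964 (0.411 and 0.130 by fry).
Among the lectins, clec-4 had values of 167 ± 104 (SD, n = 5) in BW1940 and 13.7 ± 7.86 (SD, n = 6) in LT186, a 12.2-fold difference, and clec-47 of 246 ± 118 (SD, n = 5) in BW1940 and 36.2 ± 15.7 (SD, n = 6) in LT186, a 6.78-fold difference. The log2 fold changes were 2.79 (standard error 0.34, adjusted p = 0.00309) and 2.38 (standard error 0.36, adjusted p = 0.00948). Those of clec-66 and clec-65 were 2.33 (standard error 0.26, adjusted p = 0.00137) and 1.13 (standard error 0.12, adjusted p = 0.00116).
The lipase-related gene lips-6 stood at 2.68 (standard error 0.23, adjusted p = 0.000239), with a mean below 0 in LT186. Of 16 infection-response and DAF-16-downstream genes (the irg and dod families) 3 were higher and 0 lower (8 higher when adjusted over the list alone): dod-24 at 1.55 (standard error 0.22, adjusted p = 0.00843), irg-1 at 1.40 (standard error 0.24, adjusted p = 0.0201) and dod-22 at 1.33 (standard error 0.23, adjusted p = 0.0232). In clec-4, clec-47, clec-65, clec-66, lips-6, dod-24, irg-1 and dod-22 every BW1940 array lay above every LT186 array.
The neuropeptide receptor gene npr-1 was near the floor, at 9.57 ± 3.99 (SD, n = 5) in BW1940 and 4.46 ± 1.24 (SD, n = 6) in LT186. Its log2 fold change was 0.41 (standard error 0.15, adjusted p = 0.192).
By camera, lectins, lysozymes, lipases and infection-response and DAF-16-downstream genes shifted up against the other genes (adjusted p = 6.40e-07, 1.85e-06, 0.0158 and 1.11e-05). With an estimated correlation the adjusted p was 0.169 for each of the 4 lists, and by fry the adjusted p were 0.00144, 0.00102, 6.59e-05 and 0.00169. The exact permutation p of the mean log2 values were 0.00216, 0.00216, 0.00433 and 0.00216.
The paper proposes transcriptional regulation of immune response genes as a reason for the expression of the pathway in the intestine.

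**Figure D3:**
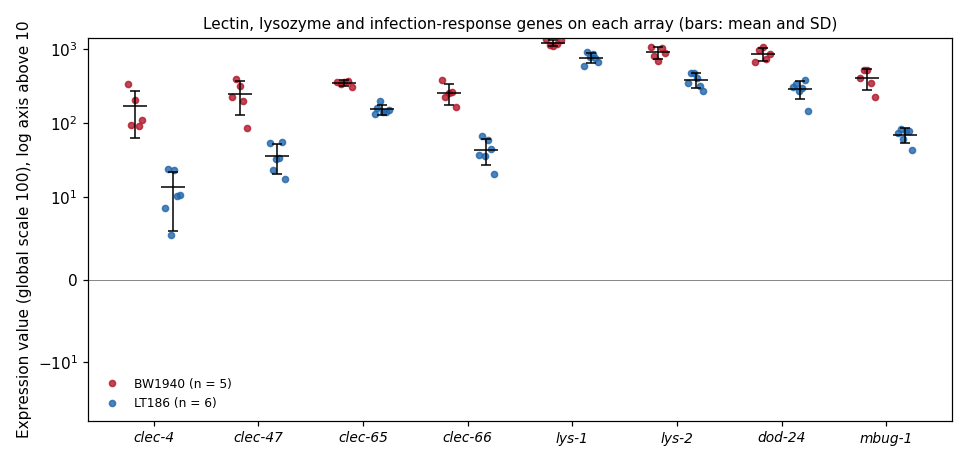
Expression values of 8 immune genes, with a point for each of the 5 BW1940 and 6 LT186 arrays and bars for the mean and SD. The vertical axis is linear up to 10 and logarithmic above it, and in all 8 genes the BW1940 arrays lie above the LT186 arrays.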

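Intestinal genes shifted up as a group in BW1940. Of 21 measured, 18 had positive log2 fold changes, with a median of 0.45. A single gene passed limma's test over all probe sets, pho-1, which encodes an intestinal acid phosphatase. Its values were 562 ± 54.7 (SD, n = 5) in BW1940 and 308 ± 44.3 (SD, n = 6) in LT186, with a log2 fold change of 0.86 (standard error 0.13, adjusted p = 0.00986). There were 9 higher when adjusted over the list alone, and 10 were higher at an unadjusted p under 0.05. By camera the adjusted p was 1.04e-05. With an estimated correlation the adjusted p was 0.204, and by fry it was 0.00439. The list's mean log2 value had an exact permutation p of 0.00433. Quantile normalization left a median of 0.30 (adjusted p = 0.000244 by camera).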

Other genes with intestinal expression are also enriched (Table 2).

When we compared our results to data obtained from two other microarray analyses analyzing immune response to pathogenic bacterial infection, we identified a remarkable overlap between their highly regulated genes and a subset of ours [5,11]. Mallo et al. analyzed the *C. elegans *transcriptional response to *S. marcescens *infection [5]. They identified seven genes with an induction of greater than 2-fold, including a lipase, lectins, and lysozymes, which are involved in immune responses in other animals [5,11]. Of those seven, three were identified in our screen as highly up-regulated (Additional file 5). They also found that all of the lysozyme genes they tested (*lys-1, -7, and -8*) were induced in infected animals by microarray and by northern analyses. 

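The gene F55G11.4, now named mbug-1, had the largest change of the 3. Its values were 404 ± 125 (SD, n = 5) in BW1940 and 69.7 ± 15.3 (SD, n = 6) in LT186, a 5.80-fold difference, with a log2 fold change of 2.34 (standard error 0.23, adjusted p = 0.000595) by limma. The lipase gene lipl-5 (ZK6.7) stood at 0.86 (standard error 0.19, adjusted p = 0.0573) and the lectin gene clec-50 (W04E12.8) at 0.49 (standard error 0.12, adjusted p = 0.0822), so that neither passed after adjustment over all probe sets. Their exact permutation p were 0.00649 and 0.00216. Additional file 5 marks 6 genes, with 3 lysozyme genes among them, as shared with Mallo et al. Of these 6, 2 passed limma's test and 6 had an unadjusted p under 0.05. The authors chose these genes on the same arrays, so that these counts are not independent evidence.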

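Lysozyme genes had positive log2 fold changes in BW1940 in all 13 cases measured. The largest belonged to lys-2, with values of 893 ± 159 (SD, n = 5) in BW1940 and 381 ± 86.2 (SD, n = 6) in LT186 and a log2 fold change of 1.22 (standard error 0.18, adjusted p = 0.00936), and lys-1 followed the strain as well, with values of 1208 ± 109.9 (SD, n = 5) in BW1940 and 756 ± 117 (SD, n = 6) in LT186 and a log2 fold change of 0.68 (standard error 0.13, adjusted p = 0.0329). In both genes every BW1940 array lay above every LT186 array. Of the 13 lysozyme genes 1 passed as higher after quantile normalization, and 1 after each array was centred on its median, against 2. For lys-7 the log2 fold change was 0.68 (standard error 0.23, adjusted p = 0.176), for lys-8 0.40 (standard error 0.13, adjusted p = 0.153) and for lys-9 0.44 (standard error 0.18, adjusted p = 0.246) by limma, so that these 3 did not pass after adjustment over all probe sets. Their exact permutation p were 0.0195, 0.00649 and 0.0476. The lectin gene clec-85 stood at 1.31 (standard error 0.46, adjusted p = 0.183), with an exact permutation p of 0.00866. Its value in LT186 replicate 5 lay below those of all other arrays.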

We found that these three *lys *genes were also highly up-regulated in our microarray, as were *lys-2 *and *lys-9*, which were not represented by cDNAs in the previous study. Wong et al. also identified lipase, lectin, and lysozyme gene up-regulation when they compared animals fed on standard OP50 *E. coli *to pathogenic *E. caratovora*, *E. faecalis*, and *P. luminescens*-fed animals [11]. They also identified aspartyl proteases and saposin as highly up-regulated. These were identified in our analysis as highly up-regulated (Additional file 5). 

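Proteases of the gut and lysosome shifted up as a group, with the aspartyl protease gene asp-12 as the exception. Of 23 genes 22 had positive log2 fold changes, with a median of 0.39. The aspartyl protease gene asp-14 was higher in BW1940, at 0.62 (standard error 0.13, adjusted p = 0.0458), and asp-12 was lower, at -1.2 (standard error 0.21, adjusted p = 0.0248). No other gene of the list passed limma's test over all probe sets. Adjusted over the list alone 9 were higher and 1 lower. Of 17 saposin-like genes 1 was higher and 1 lower (2 higher and 1 lower when adjusted over the list alone), with a median of 0.10. The higher gene was spp-16, at 0.66 (standard error 0.13, adjusted p = 0.0406), and the lower was spp-12. T25C12.2, which the paper names spp-9, is not on the list, because its probe set is annotated to several genes. It was lower in BW1940, as given below. By camera the proteases had an adjusted p of 6.46e-05 and the saposin-like genes of 0.770. With an estimated correlation the adjusted p of the proteases was 0.204, and by fry it was 0.00420. Their mean log2 value had an exact permutation p of 0.00649. Neither asp-14 nor spp-16 passed limma's test after quantile normalization, or after each array was centred on its median log2 value. The median of the proteases was 0.09 after quantile normalization, with an adjusted p of 0.0880 by camera.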

A directed analysis of immune response in *C. elegans *by Alper et al. demonstrated DBL-1 regulation of *lys-1*, *-7*, and *-8 *as well as the lectin *clec-85 *[12].

### Development of a DBL-1 pathway fluorescent reporter

To create a reporter for DBL-1 signaling, we tested six of the highest regulated genes for efficacy as a reporter for the Sma/Mab pathway (T25C12.2, T09F5.9, F35C5.9, Y38E10A.5, W09B7.2, T10H10.2, F11A6.2). We drove green fluorescent protein (GFP) expression from these genes' promoters and compared GFP expression levels in wild-type and *sma-6(wk7) *animals. We showed that the promoter for an immune-response gene, *spp-9*/saposin (T25C12.2) showed the greatest difference in response to altered DBL-1 pathway levels (0.1-fold regulated, P = 0.002) [51,52]. 

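T25C12.2 was lower in BW1940. Its values were 22.8 ± 27.2 (SD, n = 5) in BW1940 and 225 ± 108 (SD, n = 6) in LT186, a ratio of 0.101 (0.0332 as a ratio of medians), and every BW1940 array lay below every LT186 array (exact permutation p = 0.00216). The log2 fold change was -3.14 (standard error 0.53, adjusted p = 0.0197) by limma. The array's annotation gives this probe set to several genes, and it is assigned to T25C12.2 by the values of the paper's Additional file 2. The GFP reporter in wild-type and sma-6(wk7) animals is a separate experiment, not analysed here.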

GFP from the *spp-9 *promoter is weakly expressed in the intestine of wild-type, OP50-fed animals (Fig. 1). However, in the *sma-6(wk7) *background, this promoter is up-regulated, as seen by increased intestinal fluorescence (Fig. 1). This marker exhibited no change when placed in the background of collagen mutants, which affect body size independently of DBL-1 (data not shown). There are a number of putative Smad binding sites in the promoter region of *spp-9*, which suggests it may be a direct target, but binding to these sites has not been validated. This strain helps validate our mutants identified from genetic screens, but also provides a screenable marker for future studies.

**Figure 1:**
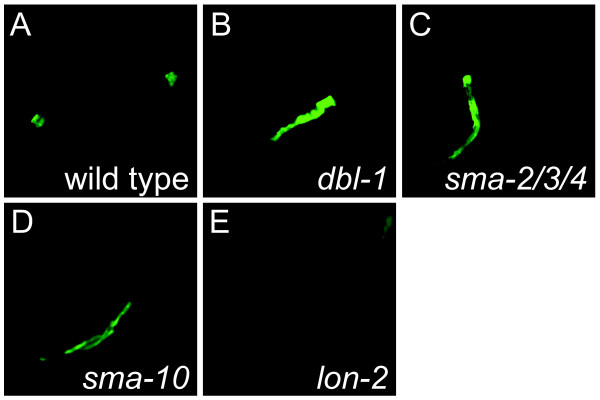
**Expression of the SPP-9P::GFP transcriptional reporter in Sma/Mab pathway mutants**. The SPP-9P::GFP reporter was crossed into various Sma/Mab pathway mutants to determine the effect of the mutation on the expression level of the reporter. All exposures were of equal duration. A) Repression of the SPP-9P::GFP reporter in a wild-type animal shows little expression in the central region of the intestine, B) SPP-9P::GFP expression in a *dbl-1*, C) the triple mutant *sma-2,3,4*, D) *sma-10 *mutants show strong expression throughout the center of the intestine, and E) SPP-9P::GFP expression in a *lon-2 *mutant that overexpresses the pathway shows little expression, similar to the reporter repression seen in wild-type animals.

## Conclusions

Our results show how DBL-1 pathway signaling in the hypodermis leads to body size changes by regulating transcription of genes involved in metabolism, protein synthesis and degradation, but not significantly by cell cycle genes. We identified a proposed downstream signal transduction pathway in the Hh-related *wrt *signaling pathway, which may relay the DBL-1 pathway signal out of the hypodermis to neighboring cells to regulate body size. We have discovered a mechanism for DBL-1 in the intestinal innate immune response: to promote transcription of many genes directly involved in immunity. A fluorescent biomarker for DBL-1 pathway signaling was generated and will provide the basis for future studies of how DBL-1 signaling is regulated.

## Methods

### *C. elegans *strains

*C. elegans *strains were cultured using standard methods at 20°C [53]. All mutants used in this paper were derived from the wild-type Bristol strain N2. *wrt-1(tm1417)*, *wrt-4 (tm1911)*, and *wrt-8(tm1585) *were isolated by the National BioResource Project http://www.shigen.nig.ac.jp/c.elegans/index.jsp. *rrf-3(pk1426) *is described in [54]. *wrt-1(tm1417) *is created by a deletion that removes 616 bp DNA, encoding a protein truncated after amino acid 116 with a short (15 amino acid) missense transcript thereafter. This transcript removes the C-terminal portion of the *wrt-1 *Wart domain and its Hog domain. *wrt-8(tm1585) *is caused by a 1256 bp deletion and encodes a protein truncated after 32 amino acids with four additional amino acids of missense transcript. This removes most of the *wrt-8 *Wart domain. *wrt-4(tm1911) *is a 912 bp deletion that removes exons 4 and 5. Strain LT186 contains a molecular null of the receptor gene, *sma-6(wk7) *[7]. BW1940 is a strain that contains an integrated *dbl-1*-overexpressing transgene *ctIs40 *(ZC421 cosmid + pTG96 (*sur-5::gfp*)) [4]. Microinjection of DNAs into the gonad syncytia of *C. elegans *hermaphrodites to create transgenic animals was performed by standard microinjection procedures [55,56] and resulted in *wkEx52 [spp-9p::gfp]*, *wkEx65 *[*wrt-8p*::partial *wrt-8:gfp *+ pRF4 (*rol-6(su1006)*)] and *wkEx66 *[*wrt-1p::gfp *+ pRF4(*rol-6(su1006)*)]. Expression of pRF4 was used to select for transgenic animals.

### RNA isolation

A large population of animals was bleached for eggs. The eggs were then allowed to hatch overnight in M9 media without food in order to synchronize the population at L1. Animals were then plated to NGM plates containing OP50 *E. coli*. Animals were scored visually for the L4 stage and washed off plates using M9 or 0.1 M NaCl solution, then pelleted and dissolved with TRIzol^® ^reagent (Invitrogen Life Technologies, Gaithersburg, MD). We chose the L4 stage to analyze because body length differences are apparent at this stage, it is easy to stage multiple populations at this developmental age, and there will be no possible confounding of results by developing embryos, which are present in adults. After several rounds of vortexing and freeze thaw cycles using liquid nitrogen, the solution was extracted using chloroform, leaving an aqueous solution containing the RNA. The RNA was precipitated using isopropanol, and the pellet was then purified using the RNeasy^® ^kit (Qiagen Inc., Valencia, CA).

### Preparation of Labeled Copy RNA

Total RNA was extracted from each sample and prepared for hybridization according to the Affymetrix GeneChip^® ^Expression Analysis Technical Manual (Affymetrix, 2001). Briefly, RNA was extracted from frozen tissue using the RNeasy^® ^Mini kit (Qiagen Inc, Valencia, CA). Sample was further purified and concentrated with an RNeasy MinElute Cleanup column (Qiagen Inc, Valencia, CA). A 200 ng aliquot of each RNA sample was loaded in an RNA 6000 Nano Chip and run on a Bioanalyzer (Agilent Technologies, Palo Alto, CA). The Nano Chip separates the sample via capillary electrophoresis (Agilent Technologies, Palo Alto, CA), and the quality of each sample was determined by evaluating the relative amounts of 28 S and 18 S ribosomal peaks.

Five mg of total RNA was used as a template for complementary DNA (cDNA) synthesis with the Superscript Choice System kit (Invitrogen Life Technologies, Gaithersburg, MD). First strand synthesis was primed with a T7-(dT)_24 _oligonucleotide primer containing a T7 RNA polymerase promoter sequence on the 5' end (Genset Oligos, La Jolla, CA). Second strand products were cleaned with the GeneChip^® ^Sample Cleanup Module (Affymetrix, CA) and used as a template for *in vitro *transcription (IVT) with biotin-labeled nucleotides (Bioarray High Yield RNA Transcript Labeling Kit (Enzo Diagnostics, Farmindale, NY). 20 mg of the product was heated at 94°C for 35 minutes in fragmentation buffer provided with the Cleanup Module (Affymetrix) in order to produce fragments that were 35-200 base pairs in length.

### Array Hybridization

Fragmented samples were submitted to the University of Florida's joint Shands Cancer Center/Interdisciplinary Center for Biotechnology Research (ICBR) Microarray Core Facility (Gainesville, FL). A 15 μg aliquot of fragmented cRNA was hybridized for 16 hr at 45°C to an Affymetrix *C. elegans *GeneChip^®^. After hybridization, each array was stained with a streptavidin-phycoerythrin conjugate, washed (Molecular Probes, Eugene, Oregon), and visualized with a GeneArray™ scanner (Agilent Technologies, Palo Alto, CA). Images were inspected visually for hybridization artifacts. In addition, quality assessment metrics were generated for each scanned image. Microarray core facility staff evaluated these metrics based empirical data from pervious hybridizations and on the signal intensity of internal standards that were present in the hybridization cocktail. Samples that did not pass quality assessment were eliminated from further analyses.

### Generation of Expression Values

Microarray Suite Version 5 software (Affymetrix, Santa Clara, CA) was used to generate .cel files. Probe Profiler™software (v1.3.11) (Corimbia Inc, Berkeley, CA) was used to convert .cel file intensity data into quantitative estimates of gene expression. All expression values were globally scaled to 100 using Probe Profiler™software that was developed specifically for the Affymetrix GeneChip^® ^system. The software identified informative probe pairs, and down-weighted the signal value of probe pairs that were subject to differential cross-hybridization effects or that consistently produced no signal. The software also detected and corrected for saturation artifacts, outliers and chip defects.

In addition to expression levels, Probe Profiler™generated a probability level associated with the genes' presence or absence. Genes not expressed in at least 2 of the 11 samples (p < .05) (BW1940: n = 5 and LT186: n = 6) were considered absent. Absent genes were removed from the data set and not included in further analyses.

### Data Analysis

A modified t-test was performed on the gene expression values (BW1940: n = 5 and LT186: n = 6) with Probe Profiler™(Corimbia Inc., Berkeley, CA). For each analysis, the genes that had a significant treatment effect (p = 0.05, 0.01 or 0.001) were identified. The expression values of these genes were normalized on a gene-by-gene basis by first subtracting from each expression value the mean expression value across all arrays, and then dividing standard deviation of values for that gene. In this way a distribution with mean 0 and standard deviation 1 was created for each gene. Hierarchical clustering, K-Means clustering and PCA was performed on the normalized data and visualized with Gene Linker Gold software. All filtering and normalization was performed with AnalyzeIt Tools, a software package developed by the Interdisciplinary Center for Biotechnology Research (ICBR) at the University of Florida.

### Array Data Submission

Array data has been submitted to the Gene Expression Omnibus with accession number GSE15527 http://www.ncbi.nlm.nih.gov/geo/.

### cDNA and qRT-PCR

cDNA libraries were constructed from the RNA of BW1940 *ctIs40 *and LT186 *sma-6(wk7) *strains using the iScript cDNA synthesis kit (BioRad). SYBR Green PCR reactions were carried out using a Rotor-Gene RG3000 and the IQ SYBR Green supermix (BioRad). Genes of interest were amplified. A standard curve was used to determine accurate comparisons of transcription levels. Each experimental transcript was compared to an internal control (T11G6.1, histidyl-tRNA synthetase), which showed no significant deviation in our microarray data, in order to obtain a relative expression value. Values from three replicates were averaged to determine the overall level of transcription (Table 1).

### Body length measurements

Animals were picked at the L4 stage and photographed as young adults around 48 hours later. Images from individual animals were captured from dissecting microscopes using a QImaging Retiga 1300 cooled color digital camera system and QCapture2 software (Quantitative Imaging Corporation, Burnaby, Canada). Lengths of animals were determined by using Image-Pro Plus measurement software (Media Cybernetics, Inc., Silver Spring, MD).

### Reporter Constructs

Reporter constructs were generated using approximately 3 kb of DNA upstream of the gene of interest. These promoter sequences were amplified by PCR and cloned into the GFP vector pPD95.75 [55]. After sequencing to verify cloning, the plasmids were injected with marker pRF4 into N2 wild-type young adult hermaphrodites using standard DNA transformation techniques [55,56]. Transformed F1 animals were isolated and lines were obtained from transgenic F2 progeny.

## List of abbreviations

BMP: bone morphogenetic protein; L2d: second larval stage entering dauer; L4: fourth larval stage; (lf): loss of gene function; IVT: *in vitro *transcription; TGFβ: Transforming Growth Factor-beta superfamily.

## Authors' contributions

AFR participated in the design of the experiments, performed the wet lab experiments, assisted with the analysis of the data, and helped draft the manuscript. TLG analyzed the microarray data, performed some genetic experiments, and helped draft the manuscript. RJG participated in image acquisition, analyses of the *warthog *mutations, and assisted in the preparation of the manuscript. HW participated in the molecular cloning and analyses of molecular constructs. RWP conceived the study, participated in the design and data analyses, and helped draft the manuscript. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Data Summary of regulated genes**. The number of regulated genes scored at confidence intervals of 95%, 99% and 99.9%. Click here for file

Additional file 2 **Genes highly regulated at the 95% confidence interval**. The 99.9% most highly up- and down-regulated are annotated according to WormBase Release WS211. Other annotations primarily come from the Affymetrix microarray spreadsheet. Some manual cross-referencing was required from the Dauer Metabolic Database http://dauerdb.org/ to correlate labels from the microarray with WormBase Release WS211. Click here for file

Additional file 3 **Protein synthesis and degradation genes highly regulated at 95% confidence or above**. A summary list of protein synthesis and degradation genes regulated by the Sma/Mab pathway at the 95% confidence level. Click here for file

Additional file 4 **Structural Genes highly regulated at 95% confidence or above**. A summary list of structural genes regulated by the Sma/Mab pathway at the 95% confidence level. Click here for file

Additional file 5 **Comparisons with similar microarray experiments**. A summary list of comparisons among similar microarray experiments. Mochii et al refers to reference [36], Liang et al refers to reference [37], and Mallo et al refers to reference [5]. Click here for file

# Supplementary material for: Regulation of genes affecting body size and innate immunity by the DBL-1/BMP-like pathway in Caenorhabditis elegans
**Source:** BMC Dev Biol. 2010 Jun 7;10:61. doi: 10.1186/1471-213X-10-61
**Supplement:** Additional file 1 — Data Summary of regulated genes. The number of regulated genes scored at confidence intervals of 95%, 99% and 99.9%.

**Stringency**	**99.9%**	**99%**	**95%**
Up-regulated	186	630	1699
Down-regulated	90	300	738
**Total**	**276**	**930**	**2437**

# Supplementary material for: Regulation of genes affecting body size and innate immunity by the DBL-1/BMP-like pathway in Caenorhabditis elegans
**Source:** BMC Dev Biol. 2010 Jun 7;10:61. doi: 10.1186/1471-213X-10-61
**Supplement:** Additional file 2 — Genes highly regulated at the 95% confidence interval. The 99.9% most highly up- and down-regulated are annotated according to WormBase Release WS211. Other annotations primarily come from the Affymetrix microarray spreadsheet. Some manual cross-referencing was required from the Dauer Metabolic Database http://dauerdb.org/ to correlate labels from the microarray with WormBase Release WS211.

Mean of<br>BW1940<br>(DBL-1++)	Mean of<br>LT186<br>(SMA-6-)	P-<br>value	BW:LT<br>log 2	BW/LT fold<br>difference	Sequence<br>Description	Gene Title/ Description/ KOG
8.5	0.1	0.001	5.9	85.000	R09E12.6	transposon
7.2	0.1	0.038	6	72.000	Y51A2A.1	clec-247 - (C-type LECTin)
55.3	1	0	5.9	55.300	Y19D10A.7	insulin receptor-like
79.2	1.5	0.008	5.7	52.800	K02E2.8	Uncharacterized protein
187.2	7.3	0.01	4.7	25.644	T21E8.1	pgp-6 - (P-GlycoProtein related)
18.2	0.8	0.008	4.5	22.750	C06E1.11	Uncharacterized protein
36	2.7	0.006	3.8	13.333	C41H7.7	clec-3 - (C-type LECTin)
7.6	0.6	0.022	3.7	12.667	T05A8.2	Uncharacterized protein
167.1	13.7	0	3.6	12.197	Y38E10A.5	clec-4 - (C-type LECTin)
38	3.2	0	3.6	11.875	Y38C9B.1	cyp-29A3 - (CYtochrome P450 family)
861.5	75.2	0	3.5	11.456	F56A4.2	lectin (C-type)
22.3	2	0.01	3.5	11.150	ZC376.4	Homeobox domain
198.5	19.6	0	3.3	10.128	F11A6.2	scrm-4 - (SCRaMblase (phospholipid scramblase))
48.1	4.9	0.04	3.3	9.816	Y58A7A.5	Uncharacterized protein
215.5	22.5	0	3.3	9.578	F15E11.10	srbc-15 - (Serpentine Receptor, class BC (class B-like))
383.9	40.9	0.013	3.2	9.386	F35C5.9	clec-66 - (C-type LECTin)
383.9	40.9	0.013	3.2	9.386	ZK1290.12	wrt-1 - (WaRThog (hedgehog-like family))
80	10	0	3	8.000	R01H10.8	cnk-1 - (Connector/eNhancer of KSR) with SAM, PDZ, and PH domains
134.8	17	0.023	3	7.929	K09F5.2	vit-1 (yolk protein gene)
108.9	14.7	0.014	2.9	7.408	C29F3.2	wrt-8 - (WaRThog (hedgehog-like family))
245.7	36.2	0	2.8	6.787	T09F5.9	clec-47 - (C-type LECTin)
131.7	20.5	0	2.7	6.424	W09B7.2	Uncharacterized protein
47.3	7.7	0.008	2.6	6.143	Y43D4A.6	Checkpoint kinase and related serine/threonine protein kinases
257.8	43.8	0	2.6	5.886	R09H10.5	EGF domains
257.8	43.8	0	2.6	5.886	F35C5.9	clec-66 - (C-type LECTin)
404.2	69.7	0	2.5	5.799	F55G11.4	Uncharacterized protein
68.2	13.3	0.001	2.4	5.128	F36G9.12	oac-20 - (O-ACyltransferase homolog)
101.9	20	0.003	2.4	5.095	C29F3.5	clec-230 - (C-type LECTin)
77.7	15.7	0	2.3	4.949	C32D5.2	sma-6 - (SMAll) serine-threonine kinase
28.4	5.8	0.033	2.3	4.897	F08H9.5	clec-227 - (C-type LECTin)
14.2	2.9	0.004	2.3	4.897	F56A12.2	Uncharacterized protein
34.6	7.4	0.004	2.2	4.676	Y69A2AR.25	Uncharacterized protein
20.4	4.4	0.014	2.2	4.636	F14B6.6	Galactosyltransferase

202	45.2	0.026	2.2	4.469	F15E11.12	Uncharacterized protein
35.7	8.5	0.015	2.1	4.200	Y73F8A.1	pkd-2 - (human PKD2 (Polycystic Kidney Disease) related)
12.5	3.1	0.004	2	4.032	K08F9.1	glucose transporter
12.9	3.2	0	2	4.031	Y43F8B.5	scl-21 - (SCP-Like extracellular protein), defense-related protein
38.3	9.6	0	2	3.990	T01C8.3	Uncharacterized protein
63.3	16.1	0	2	3.932	C07G3.2	irg-1 - (Infection Response Gene), predicted riboflavin biosynthesis protein
445.9	115.6	0.037	2	3.857	F15E11.15	Uncharacterized protein
8.1	2.1	0.02	1.9	3.857	F57G4.5	transposon
31.1	8.1	0.012	1.9	3.840	F17B5.1	Thioredoxin, nucleoredoxin and related protein
157.9	41.8	0.003	1.9	3.778	C05A9.1	pgp-5 - (P-GlycoProtein related)
77.1	20.7	0.037	1.9	3.725	T11F9.4	aat-6 - (Amino Acid Transporter)
56	15.2	0	1.9	3.684	F55G11.5	dod-22 - (Downstream Of DAF-16 (regulated by DAF-16))
71.7	20.1	0.01	1.8	3.567	K04C1.4	myosin light chain
9.9	2.8	0.033	1.8	3.536	C41H7.5	Uncharacterized protein
9.7	2.8	0.008	1.8	3.464	F37B1.5	gst-16 - (Glutathione S-Transferase)
8.5	2.5	0.039	1.8	3.400	F40G9.4	btb-1 - (BTB (Broad/complex/Tramtrack/Bric a brac) domain protein)
97.5	29.1	0	1.7	3.351	K08D8.5	Uncharacterized protein
9	2.7	0.018	1.8	3.333	Y39A3B.4	srd-66 - (Serpentine Receptor, class D (delta))
50.9	15.5	0.014	1.7	3.284	K10C2.1	Serine carboxypeptidases (lysosomal cathepsin A)
50.9	15.5	0.014	1.7	3.284	K01A2.3	Uncharacterized protein
102.1	31.3	0	1.7	3.262	F35C5.9	cllec-66 - (C-type LECtin)
477.2	146.7	0	1.7	3.253	F01D5.1	Secreted surface protein
437.3	136.1	0	1.7	3.213	F55G11.2	Uncharacterized protein
83.7	26.2	0.01	1.7	3.195	T05E12.7	srh-237 - (Serpentine Receptor, class H)
14.6	4.6	0.004	1.7	3.174	W09B7.1	C2H2-type Zn-finger protein
24.1	7.6	0	1.7	3.171	C18D4.6	Uncharacterized protein
40.2	12.7	0.006	1.7	3.165	F35C5.6	cllec-63 - (C-type LECtin)
40.2	12.7	0.006	1.7	3.165	F35C5.8	cllec-65 - (C-type LECtin)
40.2	12.7	0.006	1.7	3.165	K01A2.3	Uncharacterized protein
186.4	59	0.014	1.7	3.159	F48G7.5	Secreted surface protein
56.2	17.8	0	1.7	3.157	K08D8.5	Uncharacterized protein
308.4	98.1	0.006	1.7	3.144	B0365.6	cllec-41 - (C-type LECtin)
9.7	3.1	0.011	1.6	3.129	K01G12.1	transposon
43.8	14	0	1.7	3.129	F52F10.4	oac-32 - (O-ACyltransferase homolog)
41.5	13.4	0.002	1.6	3.097	F36D3.9	cpr-2 - (Cysteine PRotease related)
98.3	32.2	0.018	1.6	3.053	Y46C8AL.2	cllec-174 - (C-type LECtin)
18.3	6	0.021	1.6	3.050	C32B5.13	Cysteine proteinase Cathepsin L
10.2	3.4	0.029	1.6	3.000	C49G7.5	irg-2 - (Infection Response Gene)

16.1	5.4	0	1.6	2.981	C39B5.7	fbxa-12 - (F-box A protein)
61.6	20.7	0	1.6	2.976	Y70C5A.2	Uncharacterized protein
10.6	3.6	0.038	1.6	2.944	Y34D9A.2	Uncharacterized protein
851.4	290.6	0	1.6	2.930	C32H11.12	dod-24 - (Downstream Of DAF-16 (regulated by DAF-16))
269	91.9	0.048	1.6	2.927	F41E6.9	Protein involved in vacuolar protein sorting
40.3	13.9	0	1.5	2.899	Y38E10A.4	clec-8 - (C-type LECtin)
111.2	38.4	0	1.5	2.896	T07D4.3	rha-1 - (RNA HelicAse)
38.1	13.2	0.004	1.5	2.886	K12C11.3	Uncharacterized protein
532	184.7	0	1.5	2.880	K03A1.5	sur-5 - (SUPpressor of activated let-60 Ras), acetyl-coenzyme A synthetase
13.5	4.7	0.007	1.5	2.872	F07G6.8	Uncharacterized protein
52.3	18.3	0.002	1.5	2.858	T16G12.1	Puromycin-sensitive aminopeptidase and related aminopeptidases
494.4	173.8	0.007	1.5	2.845	M02F4.7	clec-265 - (C-type LECtin)
37.9	13.5	0	1.5	2.807	K08D8.4	Uncharacterized protein
360.3	128.8	0.001	1.5	2.797	F56D6.2	clec-67 - (C-type LECtin)
93.8	33.6	0.006	1.5	2.792	C29F9.3	Uncharacterized protein
178.6	64.9	0.001	1.5	2.752	C03H5.1	clec-10 - (C-type LECtin)
8.2	3	0.041	1.5	2.733	4R79.2	GTP-binding protein SEC4, small G protein superfamily, and related Ras family G
253.9	93.5	0	1.4	2.716	F08H9.7	clec-56 - (C-type LECtin)
9.5	3.5	0.022	1.4	2.714	R11G11.14	Triglyceride lipase-cholesterol esterase
96.9	35.8	0.001	1.4	2.707	C46F2.1	Uncharacterized protein
8.1	3	0.043	1.5	2.700	T24A6.13	srbc-68 - (Serpentine Receptor, class BC (class B-like))
226.2	84	0.002	1.4	2.693	F19B2.5	Helicase-like transcription factor HLTF/DNA helicase RAD5, DEAD-box superfam
54.8	20.6	0.05	1.4	2.660	Y38E10A.16	nspe-5 - (Nematode Specific Peptide family, group E)
8.5	3.2	0.039	1.4	2.656	T08H4.2	Uncharacterized protein
8.5	3.2	0.043	1.4	2.656	F49F1.10	Galectin, galactose-binding lectin
28.9	10.9	0.039	1.4	2.651	F07E5.4	Uncharacterized protein
8.2	3.1	0.047	1.4	2.645	Y48G1BM.6	Uncharacterized protein
49.8	18.9	0.011	1.4	2.635	F10G2.3	clec-7 - (C-type LECtin)
9.4	3.6	0.032	1.4	2.611	F14B6.6	Galactosyltransferase
26.1	10	0.046	1.4	2.610	C10C5.2	Uncharacterized protein
97.9	37.6	0.002	1.4	2.604	ZC317.5	srg-68 - (Serpentine Receptor, class G (gamma))
21.3	8.2	0	1.4	2.598	Y39G8B.5	TANK binding protein kinase TBK1
16.6	6.4	0.001	1.4	2.594	C41H7.1	Uncharacterized protein
146.2	56.4	0.004	1.4	2.592	B0353.1	Uncharacterized protein
20.4	7.9	0	1.4	2.582	C16C4.5	math-15 - (MATH (mepirin-associated Traf homology) domain containing)
51.4	20	0.044	1.4	2.570	C53D5.5	gamma-glutamyltranspeptidase
47.6	18.8	0	1.3	2.532	F37C12.10	Uncharacterized protein
305.2	120.9	0.004	1.3	2.524	F56D6.1	clec-68 - (C-type LECtin)

337.5	134.1	0.001	1.3	2.517	K07E8.3	sdz-24 - (SKN-1 Dependent Zygotic transcript), single-stranded DNA-binding replic
73.3	29.3	0.001	1.3	2.502	Y38E10A.14	Uncharacterized protein
14.4	5.8	0.012	1.3	2.483	Y71A12B.2	Uncharacterized protein
133.2	53.8	0.012	1.3	2.476	T24E12.1	Uncharacterized protein
18.3	7.4	0.028	1.3	2.473	B0348.2	Uncharacterized protein
195.4	79.2	0.001	1.3	2.467	C03H5.1	clec-10 - (C-type LECTin)
18.7	7.6	0.046	1.3	2.461	C49A1.4	eya-1 - (EYA (Drosophila eyes absent) homolog), haloacid dehalogenase-like hydrol
36.9	15.1	0.04	1.3	2.444	F44D12.9	Uncharacterized protein
13.4	5.5	0.034	1.3	2.436	R13H4.1	nph-4 - (NePHronophthisis (human kidney disease) homolog)
82.5	33.9	0.018	1.3	2.434	T28D6.2	tba-7 - (TuBulin, Alpha)
454.3	186.7	0.003	1.3	2.433	T05E12.6	Uncharacterized protein
222.6	91.5	0.014	1.3	2.433	C08E3.1	Uncharacterized protein
17.5	7.2	0	1.3	2.431	T08E11.4	math-41 - (MATH (meprin-associated Traf homology) domain containing)
339.2	140.7	0	1.3	2.411	F40F8.7	pqm-1 - (ParaQuat (Methylviologen) responsive)
20.9	8.7	0.001	1.3	2.402	K02E7.2	transposon
235.3	98	0	1.3	2.401	T16G12.1	Puromycin-sensitive aminopeptidase and related aminopeptidase
13.2	5.5	0.004	1.3	2.400	F36G9.14	fbxa-99 - (F-box A protein)
24.7	10.3	0	1.3	2.398	F53F1.6	Uncharacterized protein
23.1	9.7	0	1.3	2.381	C33D12.2	Predicted membrane protein, contains two CBS domains
17.8	7.5	0.001	1.2	2.373	W04A8.6	Uncharacterized protein
735.6	310.3	0	1.3	2.371	F37B4.7	folt-2 - (FOLate Transporter family)
67.2	28.5	0.003	1.2	2.358	F54B11.11	Uncharacterized protein
54.4	23.1	0.005	1.2	2.355	T04F8.7	Uncharacterized protein
23.5	10	0	1.2	2.350	Y38E10A.4	clec-8 - (C-type LECTin)
27.9	11.9	0	1.2	2.345	ZK896.5	Uncharacterized protein
54.6	23.3	0.001	1.2	2.343	Y46C8AL.17	clec-71 - (C-type LECTin)
893	381.3	0	1.2	2.342	Y22F5A.5	lys-2 - (LYSozyme)
31.1	13.3	0	1.2	2.338	R03A10.3	Molybdenum cofactor sulfurase
226.2	96.9	0.005	1.2	2.334	K10D11.1	dod-17 - (Downstream Of DAF-16 (regulated by DAF-16))
10.7	4.6	0.018	1.2	2.326	T03E6.5	srh-269 - (Serpentine Receptor, class H)
14.6	6.3	0.03	1.2	2.317	Y48A6C.1	predicted pseudogene
16.2	7	0.034	1.2	2.314	F35C5.7	clec-64 - (C-type LECTin)
16.6	7.2	0.006	1.2	2.306	F35E12.2	Uncharacterized protein
10.6	4.6	0.023	1.2	2.304	F39H12.2	Uncharacterized protein
1091.9	475.5	0	1.2	2.296	C14C6.5	Uncharacterized protein
389.3	170	0.017	1.2	2.290	F55A12.7	apm-1 - (AdaPtin, Mu/medium chain (clathrin associated complex))
450.9	197	0	1.2	2.289	Y105C5B.15	Purple acid phosphatase
227.6	99.5	0.013	1.2	2.287	K01A2.3	Uncharacterized protein

227.6	99.5	0.013	1.2	2.287	C08E3.13	Uncharacterized protein
15.3	6.7	0.005	1.2	2.284	T04F3.2	KAZAL and TY domains
419	183.5	0.018	1.2	2.283	F37B4.2	ifc-1 - (Intermediate Filament, C)
13.2	5.8	0.048	1.2	2.276	H02K04.1	lec-229 - (C-type LECtin)
61	26.9	0	1.2	2.268	ZK856.5	Uncharacterized protein
30.1	13.3	0.009	1.2	2.263	C41H7.7	clec-3 - (C-type LECtin)
13.8	6.1	0.008	1.2	2.262	Y39G8B.2	Aldo/keto reductase family proteins
1406.9	622	0	1.2	2.262	C14C6.5	Uncharacterized protein
346.6	153.7	0	1.2	2.255	K01A2.3	Uncharacterized protein
346.6	153.7	0	1.2	2.255	F35C5.8	clec-65 - (C-type LECtin)
47.2	21	0	1.2	2.248	Y69A2AR.13	Uncharacterized protein
11	4.9	0.021	1.2	2.245	F28C12.7	sra-22 - (Serpentine Receptor, class A (alpha))
262.7	117.6	0.013	1.2	2.234	Y105C5A.13	Uncharacterized protein
23.2	10.5	0.046	1.2	2.210	Y22D7AR.12	Protein tyrosine phosphatase, contains WSN domain
11.7	5.3	0.032	1.1	2.208	C07A12.5	spr-3 - (Suppressor of PResenilin defect)
64.7	29.4	0.004	1.1	2.201	K11E4.2	Src homology domain 2
35.1	16	0	1.1	2.194	Y51H1A.2	RUN domain-containing protein
44.3	20.2	0.043	1.1	2.193	T09H2.1	cyp-34A4 - (CYtochrome P450 family)
235.6	107.6	0	1.1	2.190	F07H5.9	pho-13 - (intestinal acid PHOsphatase)
53.2	24.3	0	1.1	2.189	T05F1.11	Thioredoxin, nucleoredoxin and related protein
59.9	27.4	0.03	1.1	2.186	H41C03.3	Branching enzyme
146	66.8	0	1.1	2.186	F57A10.1	str-9 - (Seven TM Receptor)
33	15.1	0	1.1	2.185	F22A3.5	ceh-60 - (C. Elegans Homeobox)
16.8	7.7	0.001	1.1	2.182	F19C7.4	lysosomal carboxypeptidase
142.5	65.4	0.006	1.1	2.179	K08D8.3	Uncharacterized protein
12.4	5.7	0.03	1.1	2.175	T01B6.1	Uncharacterized protein
232.1	106.9	0.028	1.1	2.171	C01F6.6	tag-60 - ortholog of Drosophila SIP1 and of human PDZK1
10.2	4.7	0.035	1.1	2.170	F15A4.8	chitinase
14.1	6.5	0.021	1.1	2.169	F22E5.4	sri-47 - (Serpentine Receptor, class I)
326.2	150.4	0.001	1.1	2.169	F49E11.10	scl-2 - (SCP-Like extracellular protein), testis-specific protein TPX-1 like
235.7	108.9	0.026	1.1	2.164	M01H9.1	trx-3 - (ThioRedoXin)
26.9	12.5	0.037	1.1	2.152	W03A5.6	Uncharacterized protein
143.1	66.6	0.001	1.1	2.149	ZC190.1	cln-3.3 - (human CLN (neuronal ceroid lipofuscinosis) related)
9.6	4.5	0.049	1.1	2.133	C39E6.6	npr-1 - (NeuroPeptide Receptor family)
30.7	14.4	0.001	1.1	2.132	Y41D4B.17	Uncharacterized protein
83.1	39	0	1.1	2.131	ZK370.2	sma-2 - (SMAlI), Smad protein
351.3	165.1	0.009	1.1	2.128	T19D12.1	Uncharacterized protein
47	22.1	0.001	1.1	2.127	T25F10.2	dbl-1 - (DPP/BMP-Like), TGF-beta-like growth factor

66.1	31.1	0.002	1.1	2.125	ZK896.5	Uncharacterized protein
18.8	8.9	0.012	1.1	2.112	Y45G12C.9	
45.2	21.4	0.001	1.1	2.112	Y38H6C.5	Zinc finger, CCHC class
158.8	75.2	0	1.1	2.112	M01F1.5	glucose transport protein
40.4	19.2	0.002	1.1	2.104	F35C8.2	
18.3	8.7	0.012	1.1	2.103	AH9.1	transmembrane domain of family 1 of G-protein coupled receptors
111.8	53.4	0.03	1.1	2.094	Y58A7A.3	
140.9	67.3	0.004	1.1	2.094	D2045.8	TNF-alpha induced Protein B12
58.6	28	0	1.1	2.093	F26D10.12	Lectin C-type domain
177.3	84.8	0.007	1.1	2.091	C30G12.2	Alcohol dehydrogenase
28.9	13.9	0	1.1	2.079	T09F5.11	
47.6	23	0.029	1.1	2.070	K05F6.10	
169.9	82.3	0.015	1.1	2.064	F46C3.3	
88.3	42.8	0.002	1.1	2.063	C45G7.3	
19.7	9.6	0.001	1	2.052	F55G11.3	
374.2	182.6	0.032	1	2.049	F45H11.2	ubiquitin
12.7	6.2	0.014	1	2.048	F38E11.4	
728.8	356.7	0.005	1	2.043	T10H9.5	ABC transporter
738.4	361.9	0.023	1	2.040	T05E12.5	
24	11.8	0	1	2.034	C11G10.2	
35.1	17.3	0.036	1	2.029	Y9C9A.8	
219.6	108.4	0.011	1	2.026	F35E8.8	Glutathione S-transferases.
178.7	88.4	0.009	1	2.021	M28.4	
32.5	16.1	0.001	1	2.019	F57G4.6	
43.8	21.7	0	1	2.018	C11E4.5	
24.6	12.2	0.02	1	2.016	C05B5.2	
12.5	6.2	0.017	1	2.016	R09D1.11	chitinase
146.1	72.9	0.017	1	2.004	F19C7.2	lysosomal carboxypeptidase
59.3	29.6	0.02	1	2.003	Y56A3A.27	DNA topoisomerase III
34.4	17.2	0.002	1	2.000	C35861_rc	
18	9	0.002	1	2.000	C52E2.5	
17.4	8.7	0.047	1	2.000	Y43F8C.6	
168.3	84.2	0.04	1	1.999	F01D5.2	
494.5	247.5	0.001	1	1.998	F23B2.11	lysosomal carboxypeptidase
18.7	9.4	0.021	1	1.989	R11G11.12	zinc finger protein
40.7	20.5	0.004	1	1.985	W07G1.4	
13.5	6.8	0.012	1	1.985	Y26D4A.10	
88.6	44.7	0.013	1	1.982	F46B3.8	

64.8	32.7	0.009	1	1.982	C01B4.6	aldose 1-epimerase
74.5	37.6	0.005	1	1.981	C08F11.13	
72.9	36.8	0.006	1	1.981	F57G4.5	
18.4	9.3	0.001	1	1.978	Y60A3A.10	
14	7.1	0.012	1	1.972	T07H3.6	
740.2	375.7	0.002	1	1.970	ZK6.10	
172.2	87.5	0.001	1	1.968	C14C6.2	
24.4	12.4	0.001	1	1.968	C16C4.4	
17.1	8.7	0.009	1	1.966	T28A11.11	glutathione S-transferase
47.5	24.2	0.013	1	1.963	F52B11.6	ins-34
15.5	7.9	0.016	1	1.962	ZK666.1	
146.9	75.1	0	1	1.956	K05F1.10	
253.1	129.4	0.001	1	1.956	C35D10.14	C-type lectin domain
12.9	6.6	0.019	1	1.955	F49C5.2	
32.8	16.8	0.008	1	1.952	T01B4.1	potassium channel protein
18.1	9.3	0.033	1	1.946	C02B4.1	TSP type-1 repeats (13)
48.6	25	0.002	1	1.944	Y19D10A.16	
17.1	8.8	0.016	1	1.943	C06E8.1	
1810.4	932	0.007	1	1.942	F15E11.14	
108.4	56	0	1	1.936	T28D6.7	
68.1	35.2	0	1	1.935	C01B9.1	
108.8	56.3	0.013	1	1.933	Y39G8B.7	
987.2	511.5	0	1	1.930	Y94H6A.D	
221.2	114.8	0.011	1	1.927	F08A8.2	Acyl-coenzyme A oxidase, peroxisomal (palmitoyl-CoA oxidase (AOX))
43	22.4	0.001	0.9	1.920	F44F1.5	
11.1	5.8	0.046	0.9	1.914	F40F11.4	
39	20.4	0.009	0.9	1.912	F48B9.1	
32.1	16.8	0.014	0.9	1.911	Y65B4A.B	
316.6	165.7	0	0.9	1.911	T10B5.7	lipase
34.9	18.3	0.048	0.9	1.907	Y34B4A.E	
13.9	7.3	0.015	0.9	1.904	K01A2.7	col-69 - (COLlagen)
21.5	11.3	0.01	0.9	1.903	M02B1.1	srf-3 - (SuRFace antigenicity abnormal)
21.1	11.1	0.001	0.9	1.901	Y39G8C.1	
102	53.7	0.003	0.9	1.899	W03D8.8	
216.6	114.3	0.001	0.9	1.895	Y57G11C.24	eps-8 - (EPS (human endocytosis) related) epidermal growth factor receptor kinas
33.5	17.7	0	0.9	1.893	T08G3.3	
77.7	41.1	0.001	0.9	1.891	E02H9.5	glycosyl hydrolase
58.2	30.8	0.002	0.9	1.890	C10A4.4	

133.9	71.1	0.022	0.9	1.883	Y49C4A.8	
15.4	8.2	0.012	0.9	1.878	Y48A6B.4	fipr-17
90.6	48.3	0.001	0.9	1.876	F55C12.3	
950.2	506.8	0.006	0.9	1.875	ZK6.11	
84.9	45.3	0	0.9	1.874	F42G4.5	
55.8	29.8	0.032	0.9	1.872	Y17G7B.11	
21.9	11.7	0.006	0.9	1.872	F48F5.4	
159.5	85.3	0.003	0.9	1.870	F11C1.3	membrane glycoprotein
25	13.4	0.017	0.9	1.866	Y54G9A.4	
94.4	50.6	0.014	0.9	1.866	T17A3.8	
32.4	17.4	0.039	0.9	1.862	DC2.4	
54	29	0.003	0.9	1.862	Y54G2A.Q	
12.8	6.9	0.027	0.9	1.855	Y110A2AL.5	
253.4	136.6	0.001	0.9	1.855	W07G1.3	
49.5	26.7	0.008	0.9	1.854	Y69H2.13	
41.7	22.5	0.01	0.9	1.853	Y26D4A.2	
126.8	68.7	0.014	0.9	1.846	T11B7.2	
44.1	23.9	0.01	0.9	1.845	Y51H4A.2	
26	14.1	0	0.9	1.844	H05C05.1	
60.1	32.6	0.011	0.9	1.844	Y45G12C.3	
45.5	24.7	0.005	0.9	1.842	C06B3.2	
22.4	12.2	0.042	0.9	1.836	C48A7.1	
27.9	15.2	0	0.9	1.836	K03B8.2	zinc metalloprotease
42	22.9	0.012	0.9	1.834	M01G5.4	
100.5	54.8	0.011	0.9	1.834	C32F10.4	
92.4	50.4	0.006	0.9	1.833	Y57A10A.14	
56.6	30.9	0.006	0.9	1.832	K09E9.1	
179	98	0.015	0.9	1.827	T06A1.5	
367.8	201.4	0.004	0.9	1.826	Y60A3A.18	
561.8	307.7	0	0.9	1.826	EGAP2.3	pho-1- lysosomal and prostatic acid phosphatases
32.3	17.7	0.002	0.9	1.825	H23L24.5	pme-4 - (Poly(ADP-ribose) Metabolism Enzyme)
23.9	13.1	0.005	0.9	1.824	C10A4.5	
689.3	378	0.002	0.9	1.824	ZK6.7	lipase
47.8	26.3	0.003	0.9	1.817	M162.2	
92.8	51.1	0.004	0.9	1.816	T12B5.10	
19.6	10.8	0.003	0.9	1.815	C25D7.4	
71.5	39.4	0.025	0.9	1.815	T04B8.4	
22.5	12.4	0.002	0.9	1.815	T06E6.4	

104.3	57.5	0.016	0.9	1.814	AU116301_rc	
31	17.1	0.004	0.9	1.813	C31A11.5	
114.2	63	0	0.9	1.813	F37C4.6	phytoene desaturase
94.2	52	0.012	0.9	1.812	K07C11.8	
1377.4	762.6	0.021	0.9	1.806	Y19D10B.A	
12.1	6.7	0.043	0.9	1.806	W06G6.7	
13	7.2	0.038	0.9	1.806	H38K22.4	
89.9	49.8	0.001	0.9	1.805	W05E10.1	multidrug resistance protein, Predicted transporter/transmembrane protein
21.3	11.8	0.011	0.9	1.805	C52E2.4	
136.6	75.7	0.042	0.9	1.804	F53C11.1	
75.5	41.9	0.02	0.9	1.802	Y25C1A.2	
202.6	112.5	0	0.9	1.801	C01G10.9	Initiation factor 2 subunit
31.5	17.5	0.003	0.9	1.800	T08E11.3	
19.6	10.9	0.003	0.8	1.798	W03D2.6	
16.7	9.3	0.036	0.9	1.796	K02E7.1	
58.7	32.7	0.009	0.9	1.795	ZK666.3	Lectin C-type domain short and long forms, von Willebrand factor type A domain
14	7.8	0.032	0.9	1.795	E03H4.8	beta' coatomer protein like
184.1	102.7	0.006	0.8	1.793	Y116F11B.3	peptidase
110.9	61.9	0.014	0.8	1.792	F54B8.4	
22.9	12.8	0.001	0.8	1.789	Y119D3B.B	
32.9	18.4	0.008	0.8	1.788	H14E04.4	
369.4	206.6	0.022	0.8	1.788	F55G11.8	
242.7	135.8	0.013	0.8	1.787	C23H4.1	
65.4	36.6	0.006	0.8	1.787	F49E12.10	C-4 sterol methyl oxidase
33.4	18.7	0.011	0.8	1.786	C16H3.4	
79.8	44.7	0.005	0.8	1.785	E04F6.7	Ribitol dehydrogenase
20.7	11.6	0.003	0.8	1.784	F42A8.1	
99.7	55.9	0.003	0.8	1.784	F39E9.11	btb-17 - (BTB (Broad/complex/Tramtrack/Bric a brac) domain protein)
73.1	41	0.003	0.8	1.783	Y38H6C.13	
61.5	34.5	0.006	0.8	1.783	C70896	
746.2	418.7	0.02	0.8	1.782	K07E3.3	methylenetetrahydrofolate dehydrogenase
58.8	33	0.028	0.8	1.782	C29F3.6	7 transmembrane receptor (rhodopsin family)
15.5	8.7	0.015	0.8	1.782	F31B12.3	
934.1	524.7	0.011	0.8	1.780	ZK6.10	dod-19 - (Downstream Of DAF-16 (regulated by DAF-16))
40.2	22.6	0	0.8	1.779	C39E6.1	
12.8	7.2	0.037	0.8	1.778	Y111B2A.4	
361.9	203.6	0.021	0.8	1.778	Y49E10.18	
429.4	241.6	0.006	0.8	1.777	K12C11.1	peptidase D ortholog

27.9	15.7	0	0.8	1.777	T01G6.4	zinc finger protein
23.8	13.4	0.005	0.8	1.776	F14F9.2	
80.1	45.1	0.002	0.8	1.776	F11A6.1A	kpc-1 - (Kex-2 Proprotein Convertase family) Furin like serine protease
76.5	43.1	0.021	0.8	1.775	ZK550.2	
62.6	35.3	0.001	0.8	1.773	F57G4.3	
174.3	98.3	0.002	0.8	1.773	AU115660_rc	
366	207.3	0.003	0.8	1.766	C01B10.6	
66.2	37.5	0.003	0.8	1.765	Y71A12B.7	
53.3	30.2	0	0.8	1.765	H02F09.3	
549.3	311.7	0.001	0.8	1.762	Y119D3B.21	
20.6	11.7	0.015	0.8	1.761	C24B9.11	
23.4	13.3	0.008	0.8	1.759	R12E2.8	
49.4	28.1	0.009	0.8	1.758	Y39G10AR.D	
616.5	350.9	0.008	0.8	1.757	AV199878_rc	
434.5	247.5	0.003	0.8	1.756	C17H12.8	
137.8	78.6	0.001	0.8	1.753	ZK131.11	
52.9	30.2	0.034	0.8	1.752	F20G2.5	
28.2	16.1	0	0.8	1.752	Y39A3B.1	
214.9	122.8	0.036	0.8	1.750	C12D12.1	
55.1	31.5	0.03	0.8	1.749	Y37D8A.4	
125.2	71.6	0.012	0.8	1.749	AV183046_rc	
120.1	68.7	0	0.8	1.748	Y60A3A.18	
13.1	7.5	0.037	0.8	1.747	Y34D9A.H	
34.9	20	0.005	0.8	1.745	T05B4.6	
24.6	14.1	0.009	0.8	1.745	Y46H3B.2	
660.7	378.7	0	0.8	1.745	C17H12.8	
14.3	8.2	0.025	0.8	1.744	C53377_rc	
51.6	29.6	0	0.8	1.743	F40G9.5	
487.9	279.9	0.001	0.8	1.743	H34I24.2	
34.5	19.8	0.002	0.8	1.742	F07C6.2	
351.7	201.9	0.009	0.8	1.742	F46G10.6	Helix-loop-helix DNA-binding domain
126.8	72.8	0.001	0.8	1.742	C18C4.3	UDP-glucuronosyltransferase
13.4	7.7	0.035	0.8	1.740	C17A2.3	
230.3	132.5	0	0.8	1.738	F35C5.5B	clec-62 - (C-type LECtin)
14.6	8.4	0.022	0.8	1.738	F20H11.6	
17.2	9.9	0.011	0.8	1.737	T20B3.13	clec-40 - (C-type LECtin)
48.8	28.1	0	0.8	1.737	F22D6.12	
25.7	14.8	0.001	0.8	1.736	F58E1.11	

60.7	35	0.023	0.8	1.734	AV199377_rc	
13.7	7.9	0.038	0.8	1.734	Y38E10A.19	
22.7	13.1	0.006	0.8	1.733	ZK250.2	
160.1	92.4	0.007	0.8	1.733	F23H12.1	synaptobrevin like
91.3	52.7	0.006	0.8	1.732	C50F7.5	
88.7	51.2	0.008	0.8	1.732	C49A9.2	
19.4	11.2	0.034	0.8	1.732	F58E2.1	
47.8	27.6	0.006	0.8	1.732	Y43H11AL.C	Y43H11AL.2 and Y43H11AL.3 (pqn-85)
31	17.9	0	0.8	1.732	R10E8.6	
30.8	17.8	0.001	0.8	1.730	F53F4.9	7TM chemoreceptor (srd-family)
53.8	31.1	0.003	0.8	1.730	T16A9.1	
767.7	443.8	0.023	0.8	1.730	K12C11.2	smo-1 - (SUMO (ubiquitin-related) homolog)
100.5	58.1	0.001	0.8	1.730	Y47D7A.14	
172.4	99.7	0.006	0.8	1.729	C34F6.5	
78.9	45.7	0.003	0.8	1.726	R03G5.5	glutathione peroxidase
20	11.6	0.02	0.8	1.724	R03G8.3	
130	75.4	0	0.8	1.724	T04F3.4	
148.9	86.4	0.024	0.8	1.723	M28.8	
296	171.8	0.011	0.8	1.723	W04C9.1	ABC transporter
14.3	8.3	0.028	0.8	1.723	F40H7.8	
592.3	344.1	0.03	0.8	1.721	M6.1	
22.7	13.2	0.011	0.8	1.720	T21B4.9	7TM receptor
14.1	8.2	0.032	0.8	1.720	R07C3.6	
21.3	12.4	0.003	0.8	1.718	H08J19.1	
139.6	81.3	0.007	0.8	1.717	F21D5.3	laccase like copper oxidase
26.6	15.5	0.001	0.8	1.716	F09E10.1	
470.7	274.4	0.004	0.8	1.715	F40F9.9	
239.7	140	0.001	0.8	1.712	AU114038_rc	
24.3	14.2	0.002	0.8	1.711	F40G9.10	
30.8	18	0.001	0.8	1.711	B0212.5	olfactory channel
23.9	14	0.023	0.8	1.707	Y110A2AL.10	
158.3	92.8	0.007	0.8	1.706	E02H9.3	
115	67.5	0	0.8	1.704	F56D5.6	
119.6	70.2	0.041	0.8	1.704	K06A9.1A	
54.5	32	0.008	0.8	1.703	T22H6.3	
1498.7	880	0.011	0.8	1.703	K09F5.3	
59.4	34.9	0.001	0.8	1.702	C45G7.2	
32.5	19.1	0.002	0.8	1.702	T27C4.4A	

104.3	61.3	0.003	0.8	1.701	F22E5.1	
30.1	17.7	0.008	0.8	1.701	Y46H3B.2	
20.4	12	0.009	0.8	1.700	C33E10.10	
116.9	68.8	0.033	0.8	1.699	AU113632_rc	
38.2	22.5	0.019	0.8	1.698	Y41D4B.M	
39.7	23.4	0.031	0.8	1.697	F55C12.7	tag-234
54.9	32.4	0.002	0.8	1.694	F22D6.11	
29.3	17.3	0.025	0.8	1.694	C53B4.1	transport protein
64.5	38.1	0.003	0.8	1.693	F08F1.3	
299.8	177.1	0.03	0.8	1.693	C54D10.1	cdr-2 - (CaDmium Responsive) Glutathione S-transferase
104.1	61.5	0.017	0.8	1.693	K02B12.4	
467.4	276.2	0.022	0.8	1.692	C02A12.4	lys-7 - (LYSozyme)
18.6	11	0.021	0.8	1.691	C40A11.9	
21.8	12.9	0.004	0.8	1.690	Y23H5A.2	
32.6	19.3	0.011	0.8	1.689	C50F7.2	
22.6	13.4	0.007	0.8	1.687	Y38H6C.14	
26.3	15.6	0.003	0.8	1.686	F58H7.7	
25.1	14.9	0.007	0.8	1.685	R134.1	guanylate cyclase
175.7	104.3	0	0.8	1.685	F25B4.8	
214.4	127.3	0	0.8	1.684	Y50C1A.1	
33.3	19.8	0.011	0.8	1.682	F55G1.7	
33.3	19.8	0.032	0.8	1.682	Y18D10A.5	Eukaryotic protein kinase domain
89.4	53.2	0.004	0.8	1.680	C32D5.6	
21.5	12.8	0.046	0.8	1.680	Y38E10A.1	
22.5	13.4	0.003	0.7	1.679	K09F6.6	
348.4	207.5	0	0.8	1.679	Y46G5A.19	
61.1	36.4	0.002	0.8	1.679	ZK520.2	
124.7	74.3	0.04	0.8	1.678	K06A9.1B	
585.6	349	0.036	0.8	1.678	T01D3.6B	EGF-like domain, Fibrinogen beta and gamma chains, C-terminal globular domain
34.2	20.4	0	0.7	1.676	ZC204.2	homeobox protein
17.6	10.5	0.013	0.8	1.676	C31B8.3	
92	54.9	0.007	0.8	1.676	AV202093	
98.3	58.7	0.001	0.7	1.675	K03H1.5	Transmembrane and sushi domain
47.7	28.5	0.006	0.7	1.674	C36B1.6	
75.8	45.3	0.002	0.7	1.673	Y55H10B.1	
20.4	12.2	0.007	0.7	1.672	Y50E8A.15	
26.4	15.8	0.003	0.7	1.671	F15A2.2	trehalase precursor
41.1	24.6	0	0.7	1.671	C29F9.11	

15.7	9.4	0.029	0.7	1.670	Y41D4B.26	nhr-146 - (Nuclear Hormone Receptor family)
42.9	25.7	0	0.7	1.669	R10E8.1	
26.2	15.7	0.004	0.7	1.669	ZK909.2B	cAMP-dependant protein kinase
22.5	13.5	0.02	0.7	1.667	C04A11.3	serine/threonine kinase
95.8	57.5	0.005	0.7	1.666	F11A6.1B	Subtilase family of serine proteases
184.6	110.8	0.008	0.7	1.666	Y105E8B.6	
130.5	78.4	0.001	0.7	1.665	C18C4.3	UDP-glucuronosyltransferase
23.8	14.3	0.003	0.7	1.664	F55A4.4	
384.9	231.3	0	0.7	1.664	Y57G11C.24B	epidermal growth factor receptor kinase substrate
95.3	57.3	0.022	0.7	1.663	C43E11.6	
472.4	284.3	0.001	0.7	1.662	T22H2.6A	granulin precursor
334.8	201.5	0.033	0.7	1.662	F23B2.2	
222.3	133.8	0.035	0.7	1.661	C05E11.5	ammonium transporter
21.1	12.7	0.032	0.7	1.661	F10B5.4	
1032	621.2	0.022	0.7	1.661	C49F5.1	s-adenosylmethionine synthetase
32.7	19.7	0	0.7	1.660	E01G6.3	serine esterase
86.4	52.1	0	0.7	1.658	F16H6.10	
170.1	102.6	0.013	0.7	1.658	C56363_rc	
132.9	80.2	0.001	0.7	1.657	B0041.6	6-pyruvoyl tetrahydrobioterin synthase
35.6	21.5	0.003	0.7	1.656	CEK071A3R_rc	
586.8	354.4	0.001	0.7	1.656	ZK1320.3	
57.1	34.5	0.003	0.7	1.655	Y39E4B.12	
35.9	21.7	0.029	0.7	1.654	Y105C5B.10	
483.7	292.4	0.021	0.7	1.654	T05C3.5	dnj-19 - (DNaJ domain (prokaryotic heat shock protein))
56.4	34.1	0.003	0.7	1.654	T22D1.11	carboxyesterase
109.3	66.1	0.02	0.7	1.654	Y47G6A.7	
49.1	29.7	0	0.7	1.653	Y116F11B.10	
27.6	16.7	0.006	0.7	1.653	K06C4.8	G-protein coupled receptor
116.5	70.5	0.019	0.7	1.652	B0281.3	
85.2	51.6	0.002	0.7	1.651	Y39G10AL.1	
13.7	8.3	0.045	0.7	1.651	Y25C1A.3	
34	20.6	0.007	0.7	1.650	B0280.2	
168.8	102.3	0.014	0.7	1.650	F22E5.1	
80.5	48.8	0.01	0.7	1.650	CTEL54X.1	
66.9	40.6	0.002	0.7	1.648	C26E1.2	
389.8	236.6	0.001	0.7	1.648	F56F10.1	peptidase
14	8.5	0.042	0.7	1.647	Y71H2AM.15	
631	383.2	0.025	0.7	1.647	F25B5.3	

732.9	445.5	0.001	0.7	1.645	R09H10.5	EGF domains
35.2	21.4	0	0.7	1.645	Y105C5B.27	
16.6	10.1	0.021	0.7	1.644	T12B5.2	
97.6	59.4	0.002	0.7	1.643	C05D2.8	
93.1	56.7	0.012	0.7	1.642	K03H1.10	
83.5	50.9	0.043	0.7	1.640	F44E8.1	reverse transcriptase
724.6	441.9	0.001	0.7	1.640	F54D5.4	
53.1	32.4	0.03	0.7	1.639	F45E4.1	ADP-ribosylation factor
191.4	116.8	0.001	0.7	1.639	T23G5.6	
17.2	10.5	0.018	0.7	1.638	Y26D4A.5	
16.7	10.2	0.022	0.7	1.637	C16C4.2	
319.1	194.9	0.001	0.7	1.637	Y43F8C.13	Inosine-uridine preferring nucleoside hydrolase
204.1	124.8	0.001	0.7	1.635	T26C12.3	
30.4	18.6	0.004	0.7	1.634	R13D11.7	
28.1	17.2	0.019	0.7	1.634	Y39E4B.9	
60.6	37.1	0.004	0.7	1.633	T05E7.1	
514.3	315	0.036	0.7	1.633	F10F2.2	Phosphoribosylformylglycinamide synthase
27.9	17.1	0.032	0.7	1.632	C54C8.6	lys-9 - (LYSozyme)
30	18.4	0.034	0.7	1.630	K12G11.5	G-protein coupled receptor
126.5	77.6	0.002	0.7	1.630	Y56A3A.6	
408.8	251.1	0.023	0.7	1.628	R04E5.10	
29.3	18	0.001	0.7	1.628	ZK1010.8	
201.5	123.8	0.016	0.7	1.628	C43H6.1	
30.9	19	0.031	0.7	1.626	R11G10.2	selenium-binding protein like
473.5	291.3	0.005	0.7	1.625	ZK896.7	clec-186 - (C-type LECtin)
33.8	20.8	0.024	0.7	1.625	F52D2.7	
33.1	20.4	0.001	0.7	1.623	C17E7.9	
129.8	80	0.033	0.7	1.623	W03D8.6	
79.5	49	0.024	0.7	1.622	F22A3.4	human homeotic protein PBX2
15.9	9.8	0.03	0.7	1.622	K05F6.6	
38.9	24	0.002	0.7	1.621	T27F6.5	tRNA synthetases class II (Gly, His, Pro and Ser)
49.1	30.3	0.046	0.7	1.620	M163.1	
195.1	120.4	0.005	0.7	1.620	F55E10.6	D-beta-hydroxybutyrate dehydrogenase (BDH)
743.5	459	0.01	0.7	1.620	F54F11.2	Zinc-binding metalloprotease
90.7	56	0.031	0.7	1.620	C35A11.4	sugar transporter
684.5	422.8	0.001	0.7	1.619	R11H6.1	Yeast hypothetical 52.9 KD protein like
126.1	77.9	0.042	0.7	1.619	F41E6.3	
38.2	23.6	0	0.7	1.619	Y38E10A.21	

17.8	11	0.018	0.7	1.618	ZK1037.3	
69.2	42.8	0.008	0.7	1.617	C50H11.4	
19.4	12	0.042	0.7	1.617	Y105C5B.2	
52.2	32.3	0.004	0.7	1.616	K08A2.5	nuclear hormone receptor
40.4	25	0.02	0.7	1.616	F47H4.2	
48.8	30.2	0.016	0.7	1.616	Y119D3B.G	
26.5	16.4	0.044	0.7	1.616	Y47D3B.9	
376.6	233.1	0.001	0.7	1.616	K02D7.4	
34.4	21.3	0.011	0.7	1.615	W10C8.3	
26.8	16.6	0.002	0.7	1.614	F44C8.8	zinc finger protein
20.5	12.7	0.011	0.7	1.614	B0303.8	
16.3	10.1	0.028	0.7	1.614	F07G6.1	
26.3	16.3	0.003	0.7	1.613	ZK402.2	
248.8	154.4	0.001	0.7	1.611	C05D2.7	
557.8	346.2	0.007	0.7	1.611	C08B6.10	proline rich proteoglycan
60.9	37.8	0.005	0.7	1.611	F09G2.1	
68.9	42.8	0.001	0.7	1.610	C25F9.5	
138.4	86	0.018	0.7	1.609	Y14H12A.1	
118.6	73.7	0.015	0.7	1.609	F55F1.2	
25.9	16.1	0.006	0.7	1.609	Y39G8B.3	
56.3	35	0.038	0.7	1.609	ZC395.1	
26.2	16.3	0.016	0.7	1.607	F17H10.4	
14.3	8.9	0.049	0.7	1.607	T12A2.11	
19.6	12.2	0.032	0.7	1.607	Y8A9A.6	
19.9	12.4	0.014	0.7	1.605	B0547.2	
68.5	42.7	0.036	0.7	1.604	W02D7.3	
29.5	18.4	0.001	0.7	1.603	F47H4.8	
136.2	85	0.002	0.7	1.602	F59C6.3	
18.1	11.3	0.019	0.7	1.602	F27C8.3	
24.5	15.3	0.01	0.7	1.601	C10E2.1	
1067.9	667	0.012	0.7	1.601	B0286.3	saicar synthetase/air carboxlyase
32.5	20.3	0.047	0.7	1.601	Y113G7B.8	
14.4	9	0.048	0.7	1.600	C46F9.1	
72.8	45.5	0.009	0.7	1.600	F57G4.7	
89.9	56.2	0.021	0.7	1.600	T26H10.1	nicotinic acetylcholine receptor
966.4	604.6	0.004	0.7	1.598	R151.2	Ribose-phosphate pyrophosphokinase
39.8	24.9	0	0.7	1.598	C13C4.6	
57.5	36	0.028	0.7	1.597	F17C11.1	

290	181.6	0.001	0.7	1.597	F32D8.9	
41.2	25.8	0.001	0.7	1.597	C41G6.3	
1207.8	756.4	0.001	0.7	1.597	Y22F5A.4	lys-1 - (LYSozyme)
19.8	12.4	0.012	0.7	1.597	Y73E7A.C	
447.5	280.3	0.001	0.7	1.597	T22H2.6B	
185.5	116.2	0.003	0.7	1.596	C05D2.4	aromatic-L-amino-acid decarboxylase
78.2	49	0.017	0.7	1.596	C46H11.5	
718.7	450.6	0.01	0.7	1.595	ZK1307.1	
363.8	228.1	0.001	0.7	1.595	AU114285_rc	
623.5	391	0.002	0.7	1.595	Y43D4A.2	
171.9	107.8	0.001	0.7	1.595	R12A1.4	
33.8	21.2	0.029	0.7	1.594	B0019.3	
139.5	87.5	0.029	0.7	1.594	T18D3.3	cobalt uptake like protein
37.3	23.4	0.014	0.7	1.594	W04G5.6	tyrosine-protein kinase (KIN15/KIN16 subfamily) (4 domains)
24.7	15.5	0.008	0.7	1.594	T07D1.5	
32.5	20.4	0.001	0.7	1.593	Y69A2AR.4	smf-3 - (yeast SMF (divalent cation transporter) homolog)
30.1	18.9	0.05	0.7	1.593	C27A12.4	
58.6	36.8	0.029	0.7	1.592	ZC328.2	
356.8	224.2	0.006	0.7	1.591	F18E2.1	acid phosphatase like
507.5	319.1	0.001	0.7	1.590	C26B9.5	lysosomal Pro-X carboxypeptidase
551.7	346.9	0.002	0.7	1.590	F01D5.5	
433	272.3	0.002	0.7	1.590	F32A5.3	Serine carboxypeptidase
15.1	9.5	0.046	0.7	1.589	W03D2.2	
150.8	94.9	0.005	0.7	1.589	F31D4.8	
96.1	60.6	0.026	0.7	1.586	C09H10.10	
22.2	14	0.046	0.7	1.586	C41G6.1	cytochrome P450
68.8	43.4	0.012	0.7	1.585	C49G7.10	
1672.7	1055.2	0.001	0.7	1.585	F35C5.6	clec-63 - Lectin C-type domain short and long forms, von Willebrand factor type A
29	18.3	0.005	0.7	1.585	C18C4.1	
233.1	147.1	0.001	0.7	1.585	Y41D4B.16	
383.3	242	0.001	0.7	1.584	R12C12.1	Glycine dehydrogenase
24.7	15.6	0.013	0.7	1.583	Y51A2A.10	
15.2	9.6	0.047	0.7	1.583	T23B3.3	
650.3	410.8	0.002	0.7	1.583	C01B10.6	
59.2	37.4	0.007	0.7	1.583	F58H7.1	
23.9	15.1	0.03	0.7	1.583	EGAP5.1	
60.6	38.3	0.017	0.7	1.582	F46B3.9	
764.9	483.7	0.002	0.7	1.581	Y105E8B.5	Hypoxanthine-guanine phosphoribosyltransferase

90.4	57.2	0.005	0.7	1.580	Y113G7A.13	
181.9	115.2	0.008	0.7	1.579	AV180727_rc	
59.2	37.5	0.016	0.7	1.579	Y71H2AM.2	
162.6	103	0.006	0.7	1.579	F55F3.2	
17.2	10.9	0.031	0.7	1.578	F54D7.1	reverse transcriptase
46.2	29.3	0.003	0.7	1.577	ZK418.7	
15.6	9.9	0.042	0.7	1.576	R07C3.8	
15.6	9.9	0.043	0.7	1.576	B0302.3	reverse transcriptase
42.7	27.1	0.002	0.7	1.576	T13H5.6	
71.2	45.2	0.046	0.7	1.575	C49A9.3	
29.6	18.8	0.002	0.7	1.574	F36A4.11	
993.7	631.4	0.005	0.7	1.574	Y45G12C.2	
848.6	539.3	0.012	0.7	1.574	Y69H2.3A	Fibrillins and related proteins containing Ca2+-binding EGF-like domains
324.1	206	0.034	0.7	1.573	F32A5.5	
562.1	357.3	0.003	0.7	1.573	C42D4.1	
25.8	16.4	0.013	0.7	1.573	F38B7.3	PH (pleckstrin homology) domain
184	117	0.002	0.7	1.573	F21D5.3	laccase like copper oxidase
42.3	26.9	0.004	0.7	1.572	Y47D7A.1	
44.5	28.3	0.005	0.7	1.572	C18H9.3	
68.4	43.5	0.01	0.7	1.572	F44F1.6B	
72.8	46.3	0.04	0.7	1.572	F10C2.3	
79.4	50.5	0.021	0.7	1.572	Y38H6A.2	
804.3	511.7	0.01	0.7	1.572	D2085.1	glutamine-dependent carbamoyl-phosphate synthase, aspartate carbamoyltransfe
23.1	14.7	0.013	0.7	1.571	F41H10.2	
2913.3	1855.7	0.016	0.7	1.570	T11F9.9	col-157 - (COLlagen)
26.2	16.7	0.015	0.7	1.569	H41C03.2	
19.6	12.5	0.016	0.7	1.568	F20B6.4	
175.6	112	0.007	0.7	1.568	T06C12.10	
98.1	62.6	0.008	0.7	1.567	K08C7.2	
115.8	73.9	0.006	0.7	1.567	F35C11.4	
18.8	12	0.041	0.6	1.567	F42H10.5	
175.6	112.1	0.009	0.7	1.566	F08A8.3	Acyl-CoA oxidase
58.1	37.1	0.008	0.7	1.566	C47F8.4	
45.1	28.8	0.003	0.7	1.566	T07H3.2	
28.5	18.2	0.023	0.7	1.566	Y39B6B.14	pro-3 (PROximal proliferation in germline)
459.9	293.7	0.023	0.7	1.566	Y38F2AL.3	vha-11 - (Vacuolar H ATPase)
104.9	67	0.019	0.7	1.566	T01C3.4	fil-1 - (Fasting Induced Lipase)
45.4	29	0.001	0.6	1.566	Y102A5B.3	Lectin C-type domain short and long forms

256.9	164.1	0.026	0.7	1.566	C39H7.4	
26.3	16.8	0.043	0.6	1.565	ZK909.4	albumin D-binding protein like
21.6	13.8	0.011	0.6	1.565	F47C12.5	chemoreceptor
1182.8	755.7	0.022	0.7	1.565	C49F5.1	s-adenosylmethionine synthetase
52.1	33.3	0	0.6	1.565	R04E5.2	
228.7	146.2	0.006	0.7	1.564	C54G4.1	Protein kinase C terminal domain
26.1	16.7	0.004	0.6	1.563	C35D6.5	
27.8	17.8	0.003	0.6	1.562	F49H6.4	
101.2	64.8	0.01	0.6	1.562	M02H5.1	
317.1	203.1	0.017	0.6	1.561	Y71H2AM.13	Carboxylesterase and related proteins
32	20.5	0.006	0.6	1.561	Y49F6B.1	
61.5	39.4	0.009	0.6	1.561	Y22D7AR.6	Inositol polyphosphate multikinase, component of the ARGR transcription regulato
16.7	10.7	0.05	0.6	1.561	K06A1.6	diacylglycerol kinase
51.5	33	0.002	0.6	1.561	ZK1240.1	
24.5	15.7	0.011	0.6	1.561	C07D8.2	
519.3	332.8	0.006	0.6	1.560	ZK484.2	transporter protein
55.2	35.4	0.02	0.6	1.559	T27B7.6	zinc finger protein
126.3	81	0.006	0.6	1.559	C40D2.2	math-20 - (MATH (meprin-associated Traf homology) domain containing)
241.3	154.8	0.003	0.6	1.559	F39G3.5	
24	15.4	0.018	0.6	1.558	Y111B2A.8	
78.2	50.2	0.004	0.6	1.558	ZK563.1	
33.9	21.8	0.015	0.6	1.555	Y97E10B.1	
16.3	10.5	0.04	0.6	1.552	R07C3.9	
46.4	29.9	0.001	0.6	1.552	Y87G2A.14	
112.5	72.5	0.032	0.6	1.552	C49A9.4	
33.2	21.4	0.016	0.6	1.551	T07H3.3	
367.3	236.9	0.047	0.6	1.550	F42C5.10	
42.3	27.3	0.008	0.6	1.549	Y67D8C.7	
76.8	49.6	0.014	0.6	1.548	T05C12.8	
191.1	123.5	0.001	0.6	1.547	F58H7.8	
16.4	10.6	0.04	0.6	1.547	Y94A7B.7	
884.5	571.7	0.014	0.6	1.547	C07B5.5	
41.3	26.7	0.025	0.6	1.547	C31H5.1	
419.5	271.4	0.014	0.6	1.546	F10G8.5	ncs-2 neuronal calcium sensor protein
68.3	44.2	0.019	0.6	1.545	Y23H5B.4	
53	34.3	0.007	0.6	1.545	F43C9.4	LDL-receptor class repeats; C1R/C1S-like repeats
26.1	16.9	0.005	0.6	1.544	ZK1037.4	Zinc finger, C4 type (two domains)
129.1	83.6	0.002	0.6	1.544	C44B7.11	

243.3	157.6	0.006	0.6	1.544	F55G1.11	Histone
77.9	50.5	0.019	0.6	1.543	Y116A8B.3	
89.3	57.9	0.015	0.6	1.542	F15H9.2	
23.9	15.5	0.044	0.6	1.542	Y53F4B.18	
1588.3	1030.5	0.012	0.6	1.541	C52E4.1	cathepsin-like cysteine protease
24.5	15.9	0.012	0.6	1.541	C02F12.4	guanine-nucleotide releasing factor of the CDC24 family
414.3	268.9	0.01	0.6	1.541	T27A1.5	
27.1	17.6	0.023	0.6	1.540	F55A3.5	glutathione peroxidase
52.5	34.1	0.008	0.6	1.540	H20E11.2	
278.2	180.7	0.003	0.6	1.540	T27A10.7	
95.9	62.3	0.002	0.6	1.539	F09F7.5	
21.7	14.1	0.025	0.6	1.539	T09E11.11	
51.4	33.4	0.002	0.6	1.539	K02B7.2	
439	285.4	0.017	0.6	1.538	ZK418.9	possible RNA binding protein
34.3	22.3	0.002	0.6	1.538	C58956_rc	
34.3	22.3	0.038	0.6	1.538	F54G8.1	
22.3	14.5	0.042	0.6	1.538	C46F9.3	
620.2	403.4	0.034	0.6	1.537	K04E7.2	Oligopeptide transporter
57.8	37.6	0.05	0.6	1.537	T12A2.15	
113.6	73.9	0.011	0.6	1.537	Y62H9A.3	
21.2	13.8	0.015	0.6	1.536	Y71H2B.8	
432.8	281.8	0.002	0.6	1.536	R102.4A	Yeast GLY1 like
26.7	17.4	0.009	0.6	1.534	C45H4.7	
23.3	15.2	0.009	0.6	1.533	R03D7.2	helicase domain
809.4	528.1	0.004	0.6	1.533	R07E3.1	cysteine proteinase
159	103.8	0.004	0.6	1.532	F49E11.9	scl-1 - (SCP-Like extracellular protein), predicted secretory protein that is a memb
17	11.1	0.038	0.6	1.532	C50B6.11	neurotransmitter-gated ion channel
22.5	14.7	0.025	0.6	1.531	Y48C3A.11	
1344.6	878.9	0.001	0.6	1.530	K10C2.3	aspartyl protease
71.9	47	0.032	0.6	1.530	C24A11.2	
31.5	20.6	0.036	0.6	1.529	F20C5.2	k1p-11 - (Kinesin-Like Protein)
47.4	31	0.005	0.6	1.529	K08E7.7	cul-6 - (CULLin)
42.8	28	0.005	0.6	1.529	F55A4.5	
24.9	16.3	0.008	0.6	1.528	R12E2.5	
24.9	16.3	0.049	0.6	1.528	W02H5.3	
264.8	173.4	0.007	0.6	1.527	F55A12.9	
20	13.1	0.036	0.6	1.527	F55G1.15	
22.9	15	0.012	0.6	1.527	F49H12.4	

337.8	221.4	0.007	0.6	1.526	F56F3.2	
138.7	91	0.015	0.6	1.524	Y38F2AR.10	
142.3	93.4	0.007	0.6	1.524	Y38E10A.7	
498.1	327.1	0.007	0.6	1.523	LLC1.3	dihydrolipoamide dehydrogenase
1217.8	800.2	0.045	0.6	1.522	F53F1.5	cuticlin
485.2	319	0.007	0.6	1.521	R09H10.3	transthyretin like
26	17.1	0.034	0.6	1.520	Y51H4A.20	
19	12.5	0.027	0.6	1.520	F37A8.5	
57.6	37.9	0.011	0.6	1.520	ZC239.16	
74.1	48.8	0.012	0.6	1.518	Y22D7AL.4	
25.8	17	0.007	0.6	1.518	C53A5.11	ring canal protein like
35.2	23.2	0.028	0.6	1.517	Y50D4C.3	
103.1	68	0.002	0.6	1.516	Y23H5B.3	
43.2	28.5	0.03	0.6	1.516	F28F5.3	
930	613.6	0.002	0.6	1.516	M04G12.2	cysteine protease
29.1	19.2	0.007	0.6	1.516	ZC204.11	
53.5	35.3	0	0.6	1.516	F54H5.5	
31.2	20.6	0.003	0.6	1.515	F46C3.2	
47.7	31.5	0.001	0.6	1.514	Y73B3A.11	
534.5	353.1	0.016	0.6	1.514	K11E8.1	unc-43 - (type II calcium/calmodulin-dependent protein kinase (CaMKII) ortholog)
28.3	18.7	0.005	0.6	1.513	F40G9.1	
17.7	11.7	0.039	0.6	1.513	Y9C9A.15	
402.5	266.3	0.015	0.6	1.511	C07G2.2A	atf-7 - (ATF (cAMP-dependent transcription factor) family)
32	21.2	0.037	0.6	1.509	Y24D9A.5	
65.5	43.4	0.019	0.6	1.509	R04D3.3	
115	76.2	0.009	0.6	1.509	K08C7.2	
16.9	11.2	0.047	0.6	1.509	W10G11.15	
17.2	11.4	0.042	0.6	1.509	Y54E10A.13	
30	19.9	0.01	0.6	1.508	E01G4.5	
31.5	20.9	0.041	0.6	1.507	F46F2.2	kin-20 - (protein KINase)
63.9	42.4	0.003	0.6	1.507	M04C3.2	
110.6	73.4	0.007	0.6	1.507	C42D8.1	
2683.4	1781	0.002	0.6	1.507	T25F10.6	calponin-like protein
34.2	22.7	0.028	0.6	1.507	C01B4.8	
161.5	107.2	0.019	0.6	1.507	F58A3.3	
57.7	38.3	0.015	0.6	1.507	Y5H2B.6	
25.6	17	0.009	0.6	1.506	F45E1.5	
27.7	18.4	0.023	0.6	1.505	T03D3.2	srj-50 - (Serpentine Receptor, class J)

How the deposited data were processed for this re-analysis (not part of the article)

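RNA of L4 animals of strains BW1940 (5 arrays) and LT186 (6 arrays) was hybridized to the Affymetrix C. elegans array. The deposited values are intensity estimates per probe set on a linear scale, made by the authors: Microarray Suite 5 wrote the probe intensities, and Probe Profiler 1.3.11 turned them into expression values, down-weighted uninformative probe pairs and scaled each array to 100. The values were used without further normalization, and no probe set of the table was left out before the filter. Detection p-values, with which the authors removed absent genes, were not used here.

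Of 22548 probe sets, 20766 carry 1 gene symbol, 887 several and 895 none, and 20701 of those with 1 symbol matched a gene of the WBcel235 reference. A gene is named from a probe set with several symbols only where the paper's Additional file 2 gives the probe set's values under it. The text states each case. That file holds 8 sets of entries with the same means under different names. Where a gene has several probe sets the one with the highest mean is used, and differing ones are given. Ratios are of group means on the linear scale.

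Values below 0 were set to 0, a step not written down before the values were seen, 10 was added, and log2 was taken. Probe sets with a value of at least 10 on at least 2 of 11 arrays were tested (18801). The strains were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the adjustment of Benjamini and Hochberg at 0.05 and no block or covariate. Unless another test is named, an adjusted p is from limma, or for a gene list from limma's camera. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Single genes were also tested by an exact permutation test (two-sided) of the difference of mean log2 values. The methods' t-test, which the paper calls modified and ran in Probe Profiler, was run here in its equal-variance form.

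The 56 gene lists, drawn up by gene family and function, hold 2899 tested genes, each with its probe set of highest mean. They were tested with camera (preset correlation 0.01, and with an estimated correlation), fry, and Fisher's exact test against all 14299 genes tested, adjusted over the lists, and the mean log2 value of a list on each array by the exact permutation test. Genes named in the text are those the paper names as array results, clec-85, which it names from another study, the 10 highest and 10 lowest single-gene log2 fold changes past the test with no overlap between the strains, up to 4 members of each list (2 where none passes) and the genes near dbl-1. A gene outside this rule is said to be chosen after its values were seen.

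On simulated data, 50 of 100 probe sets changed by a log2 of 1 and 92 of 100 changed by a log2 of 2 were recovered, with 6 false calls among 18801. The simulated noise was independent between probe sets, which that of the arrays is not. These counts therefore do not give the error of the test on the real arrays. Alternatives covered the offset, the filter, the scaling, a replicate block, array weights, the moderation, the test, the threshold, the probe set per gene and each array left out. Added after the data were seen were the sperm score as a covariate, the 3 arrays whose sperm score lay below the middle of its range left out (BW1940 replicate 1 and LT186 replicates 2 and 4, here the arrays of low sperm score), LT186 replicates 2 and 4 averaged, the other probe set of a gene, the qPCR comparison without each array, and all settings for Fisher's test except its 0.01 threshold and the count of every probe set. The image files and the reporter experiments were not analysed here.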

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

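The tests of explanations in this part, and the comparison with other divisions of the arrays, were chosen after the results were seen.

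Single arrays lay far from the others of their strain for 14 of 218 combinations of a gene or list with a strain, where chance gives about 1 in 20 groups. On the log2 scale they were sma-2 in BW1940 replicate 1 (6.72, the others 6.47 to 6.51), cnk-1 in BW1940 replicate 5 (6.09, the others 6.53 to 6.63), gakh-1 in BW1940 replicate 5 (3.32, the others 3.72 to 3.87), ntl-2.2 in BW1940 replicate 5 (7.68, the others 6.45 to 6.78), ctsa-2 in BW1940 replicate 4 (10.17, the others 10.45 to 10.54), zim-1 in BW1940 replicate 4 (3.82, the others 3.32 to 3.38) and spp-16 in BW1940 replicate 3 (8.01, the others 8.25 to 8.34). In LT186 they were ND5 in LT186 replicate 6 (6.33, the others 6.68 to 6.80), dod-22 in LT186 replicate 6 (4.15, the others 4.64 to 4.84), dod-24 in LT186 replicate 6 (7.29, the others 8.15 to 8.61), clec-85 in LT186 replicate 5 (4.57, the others 6.89 to 7.29), rps-16 in LT186 replicate 5 (11.36, the others 10.54 to 10.79) and pho-1 in LT186 replicate 1 (7.89, the others 8.26 to 8.48). The mean of the MATH and BATH list was also low in BW1940 replicate 5 (5.24, the others 5.35 to 5.38), and without this array the list passed camera (median 0.27, adjusted p = 0.0461; 0.204 with an estimated correlation), which with all arrays it did not (adjusted p = 0.347; 0.637 with an estimated correlation). The values of gakh-1 and zim-1 in BW1940 lie at or near the floor.

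Other gene lists, for which the paper gives no separate result, shifted up in BW1940 by camera. Heat shock genes are named there only as part of an enriched group of Table 2. The median log2 fold change was 0.25 over 19 genes (adjusted p = 0.00168; 0.345 with an estimated correlation, 0.0203 by fry, and an exact permutation p of 0.0606 for the mean log2 value) for heat shock and unfolded protein response genes, 0.18 over 41 genes (adjusted p = 0.00886; 0.635 with an estimated correlation, 0.114 by fry, and an exact permutation p of 0.206 for the mean log2 value) for glutathione S-transferases, 0.14 over 663 genes (adjusted p = 0.00225; 0.772 with an estimated correlation, 0.216 by fry, and an exact permutation p of 0.147 for the mean log2 value) for chemoreceptors, 2.31 over 5 genes (adjusted p = 0.0175; 0.551 with an estimated correlation, 0.114 by fry, and an exact permutation p of 0.0779 for the mean log2 value) for yolk proteins and 0.20 over 25 genes (adjusted p = 0.0367; 0.683 with an estimated correlation, 0.168 by fry, and an exact permutation p of 0.290 for the mean log2 value) for histones. By limma 3 chemoreceptor genes were higher (srbc-15, str-9 and srw-73), 0 were lower, and 0 genes of the other 4 lists passed (at an unadjusted p under 0.05, 7, 9, 3 and 1 were higher and 0 lower). After quantile normalization the adjusted p was 0.390 for heat shock genes and 0.251 for histones, which then did not pass. Camera did not pass without BW1940 replicate 1 for chemoreceptors (median 0.09), without LT186 replicate 1 for glutathione S-transferases (median 0.13), without BW1940 replicate 2 or 4 or LT186 replicate 4 or 5 for yolk proteins (medians 1.95 to 2.13) and without BW1940 replicate 2, 3 or 4 or LT186 replicate 2 or 4 for histones (medians 0.16 to 0.23).

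The mitochondrial gene ND5, which the paper does not report, was higher in BW1940 (507 ± 61.0 (SD, n = 5) in BW1940 and 92.9 ± 11.8 (SD, n = 6) in LT186; log2 fold change 2.33, higher in 5 of 5 arrays than in any LT186 array), while 7 other mitochondrial mRNAs had ratios of 1.10 to 1.36. No explanation was tested.

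The main axis of the arrays crosses the strains: it follows sperm genes. After quantile normalization the sperm score still explained 92.5% of it, which argues against array scaling, and the lowest BW1940 value of sma-6 was 1.71 times the highest LT186 value, which argues against labels exchanged between the strains. A candidate explanation is older larvae on some arrays, since the median slope on the score was 0.63 for adult cuticle genes and, for yolk genes, 0.98. Males, which make neither yolk nor oocytes, are argued against as the whole cause, since both quartiles of the slopes lay above 0 for yolk genes (0.75 and 1.04) and for oocyte genes (median 0.37, quartiles 0.15 and 0.61). The age of the animals on each array is not given in the sources used here, and strain was not the axis.

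A run of neighbouring genes on chromosome IV in the gene order of WBcel235, from nlr-1 to wht-5, was lower in BW1940, and was chosen after its values were seen. Of the 62 probe sets that passed as lower on the whole array, 15 (24.2%) lay in this run. Of its 31 genes measured 13 passed as lower and 0 as higher (adjusted over all probe sets). All but rpl-34 and sre-19 were below 0, and the median log2 fold change of the 31 was -0.71 (quartiles -1.04 and -0.43). Chance order of genes gave a window as extreme in 0 of 1000 random orders, and the median was -0.80 after quantile normalization (upper quartile -0.50) and -0.80 with the sperm score in the model (upper quartile -0.41), which argue against chance order, scaling and the main axis. A loss of every copy of the segment in BW1940 would leave little signal from its genes. The 20 genes of the run with an LT186 mean of at least 50 had a median ratio of BW1940 to LT186 of 0.514. For these genes this argues against such a loss. A gain of copies in LT186, or another difference in copy number, cannot be told apart from an effect of the pathway on a cluster of genes. DNA was not analysed here, and the share of the 31 genes with a log2 above -0.3 (19.4%) decides nothing, since the limits of the run were set by these values.

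A probe set of sur-5 was higher in BW1940, at 532 ± 99.7 (SD, n = 5) in BW1940 and 185 ± 26.0 (SD, n = 6) in LT186 (log2 fold change 1.47), and the other differed by 0.15. The transgene of BW1940 holds sur-5::gfp and the cosmid of dbl-1, so that transcripts of the array are a candidate explanation, which the other probe set leaves open because the part of sur-5 in the transgene is not given in the sources used here. Genes within 10 genes of dbl-1 had a median log2 fold change of 0.17 (quartiles -0.08 and 0.24), with clik-1 the highest at 0.58. This cannot be told apart from no transcription of the cosmid's other genes, since the genes it holds are not given in the sources used here.

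Of 100 divisions of the 11 arrays into 5 and 6, the real one included, 2 gave as many probe sets as the strains did (191, highest other 3589). As many listed genes came from 2 (38, highest other 515), and as many shifted lists from 2 (28, highest other 28, median of the others 14). The share is small for probe sets and listed genes. Another division, which mixed the strains, gave far higher counts of both, so that these counts do not exclude chance. For shifted lists the share is as small, but the real count is no higher than the highest other, 3 further divisions gave 27, and with an estimated correlation 0 lists shifted, so that this count does not set the strains apart. The other division that reached the counts of probe sets and listed genes put BW1940 replicates 2 and 4 with LT186 replicates 1, 3 and 6. Its absolute correlation with the sperm score was 0.65, and with many times the real count it points to a structure of the arrays other than strain. The number of shifted lists was matched by another division, of BW1940 replicate 3 with LT186 replicates 1, 2, 4 and 6. With the score in the model 1 division gave as many probe sets as the strains (1474; highest other 667).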

How the results depend on the processing

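The sperm score as a covariate, the 3 arrays of low sperm score (BW1940 replicate 1 and LT186 replicates 2 and 4) left out, LT186 replicates 2 and 4 averaged, the other probe set of a gene, the qPCR comparison without each array, and every setting for Fisher's test except the unadjusted p under 0.01 and the count of every probe set were tests chosen after the results were seen. Counts that stay within 1.5 times the reported one are not listed singly.

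The count of probe sets (191) was 305 with an offset of 32, 416 with no filter, 443 with array weights, 1474 with the sperm score as a covariate and 83 without the arrays of low sperm score, 62 of them shared with the 191. Leave-one-out gave 78 (without BW1940 replicate 3) to 151 (without BW1940 replicate 5), and 89 without BW1940 replicate 1, 108 without 2 and 122 without 4, and 86 without LT186 replicate 1, 125 without 2, 107 without 3 and 101 without 6. The single-gene probe sets not marked as shared numbered 103. Fewer arrays give the test less power, and the cause of the other changes was not tested.

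With other tests, p under 0.05 gave 3146 by limma, 3361 by the methods' t-test on log2 values, 3364 on linear values and 2980 with unequal variance. At p under 0.01 the counts were 1155, 1382, 1353 and 999, and at p under 0.001 the methods' t-test gave 381 on log2 and 352 on linear values. After adjustment they were 381, 329 and 87.

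Of 163 genes the rule names 48 passed, 86 with the sperm score as a covariate, 31 without the arrays of low sperm score, and 31 (without BW1940 replicate 3) to 43 in leave-one-out. The listed genes that passed (38) numbered 65 with an offset of 32, 78 with no filter, 78 with array weights, 249 with the score as a covariate and 19 without the low arrays, and 19 to 33 in leave-one-out: 21 without BW1940 replicate 1, 25 without 2, 19 without 3, 23 without 4, and 19 without LT186 replicate 1, 25 without 3 and 23 without 6. Lists shifted by camera (28) fell to 16 with quantile normalization and 0 with an estimated correlation, where fry called 20. Results past Fisher's exact test, with a list over- or under-represented among the higher or the lower genes (2), were 5 with an offset of 32, 7 with no filter, 4 with a mean of at least 20, 6 with array weights, 19 with the score as a covariate, 12 at an unadjusted p under 0.01 (chemoreceptors under-represented, the others over-represented) and 1 to 3 in leave-one-out (1 without BW1940 replicate 3 or 4, or LT186 replicate 1, 3 or 6). The cause was not tested.

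With replicate number as a block, 5 probe sets, 5 named genes, 1 listed gene and 0 lists in Fisher's test passed, lin-31 was -0.0332 and the cuticlins -0.00740 (log2). The pairing check shows that the numbers do not pair the arrays: same-numbered arrays correlated by -0.69, -0.64, -0.30, -0.59 and 0.10 (deviations from strain means), and the block was not used for any result.

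Directions turned in these cases. After quantile normalization the sur-5 probe set with the smaller change (0.15) went to -0.00287, rpl-34 to -0.0559, oxidative phosphorylation to -0.00168 and muscle sarcomere to -0.0547. The median of glycolysis and the TCA cycle was then -0.0447. Translation factors (median 0.0211) had a camera direction below other genes but did not pass (adjusted p = 0.778). With array weights col-19 went to -0.0642. In leave-one-out the cases were lin-31 (-0.0585 to 0.169), cuticlins (-0.00740 to 0.116, the lowest without LT186 replicate 6) and antimicrobial peptides (-0.00970 to 0.251, the lowest without BW1940 replicate 1). The ratio for dbl-1 was 2.13 on its other probe set. The cause was not tested.

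Of 36 of the 72 genes with reported changes that passed, 31 still passed with quantile normalization and 21 without the arrays of low sperm score, and 0 reversed. Of 27 of 37 lists past camera 16 still passed with quantile normalization. A further 3 reversed in direction, none of them past camera there. Low signal limits the weak genes, where the offset shrinks changes.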

Differences from the paper's values

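The other probe set of a gene, the sperm score as a covariate and the tally of folds are tests chosen after the values were seen, while the other alternatives were set before the data were examined. Both values are ratios of BW1940 over LT186, and they are said to differ where one is more than 1.5 times the other.

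For lin-31 the paper's value is 1.5 and the value here 0.995. It is within 1.5 times of the paper's, but still lower (1.02 to 1.12), with the ratio of medians, or without BW1940 replicate 2, 4 or 5 or LT186 replicate 2 or 4, and differs without BW1940 replicate 1 or 3 or LT186 replicate 1, 3, 5 or 6. The other probe set, chosen after seeing the values, gives 1.47.

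For dbl-1 the paper's Table 1 gives 2.12 and the value here is 1.38. It is within 1.5 times of the paper's, but still lower (1.44 to 1.50), with the ratio of medians, or without BW1940 replicate 2 or 5 or LT186 replicate 2 or 4, and differs without BW1940 replicate 1, 3 or 4 or LT186 replicate 1, 3, 5 or 6. For sma-6 the paper's value is 4.94 and the value here 3.26. It comes just within 1.5 times of the paper's (3.30 to 3.41) without BW1940 replicate 4 or 5 or LT186 replicate 1, 4 or 6, and differs with the ratio of medians and without BW1940 replicate 1, 2 or 3 or LT186 replicate 2, 3 or 5. The other probe sets, chosen after seeing the values, give 2.13 and 4.96. Additional file 2 gives the means of these other probe sets for both genes, so that the difference is one of probe set.

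For fbf-1 (H12I13.4) the paper's Table 1 gives 0.80 and the value here is 0.317, and for wrt-8 (C29F3.2) 1.48 and 7.40. These differ under every alternative: the ratio of medians and each array left out. The paper's text gives 8 for wrt-8, near the value here. For mcm-3 (C25D7.6) the paper's value is 0.28 and the value here 0.804, and for ntl-2.2 (F44A2.1) 0.12 and 0.378. These too differ with the ratio of medians and with each array left out. Other probe sets of the 2 genes, chosen after seeing the values, give 0.282 and 0.130, near the paper's values.

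The paper states that no gene at its strictest level changes less than 1.5-fold. Additional file 2 prints P rounded, so that a P given as 0.001 can lie slightly above that level. Of the 263 probe sets tested here that it gives at a P of 0 to 0.001, 2 have a fold under 1.5 in that file. Of 266 probe sets at an unadjusted p under 0.001 from limma, a different set, 25 did. The paper counts 25 of 27 qPCR genes in the direction of the arrays and the count here is 26.

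The paper calls wrt-1, wrt-8, ptr-24, lys-7, lys-8, lys-9, K01A2.3, C08E3.13, ctsa-2, clec-50 and lipl-5 regulated. None passed limma here after adjustment (adjusted p = 0.0844, 0.0967, 0.122, 0.176, 0.153, 0.246, 0.0613, 0.126, 0.0882, 0.0822 and 0.0573). The paper's thresholds are unadjusted, and at an unadjusted p under 0.05 all of these pass. After adjustment, clec-50 passes with an offset of 32 or no filter, lipl-5 with either, with a mean of at least 20, with array weights or without LT186 replicate 5, K01A2.3 with array weights or without BW1940 replicate 5, and ctsa-2 with array weights. With the sperm score as a covariate, chosen after seeing the values, all pass except lys-7, lys-8 and lys-9, and of 2365 probe sets of the paper's Additional file 2 tested here 974 pass.

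The paper calls metabolic groups, protein expression among them, and germ line groups enriched at an unadjusted threshold. The lists here differ from the groups of Table 2 in their genes and size, so that they do not test those enrichments directly. Here 0 genes of the 5 metabolic lists and 1 of 40 germ line genes passed limma after adjustment, while 36 of the 40 had a negative log2 fold change. The germ line, meiosis, mitosis and DNA repair lists were over-represented among the genes lower at an unadjusted p under 0.01 by Fisher's test, and ribosomal proteins among the higher (adjusted p = 0.0342), while 0 of the 5 metabolic lists were (smallest adjusted p = 0.184), nor were translation factors (adjusted p = 0.420). By camera with an estimated correlation the germ line, meiosis, mitosis, DNA repair and ribosomal protein lists did not pass (adjusted p = 0.169, 0.297, 0.204, 0.169 and 0.501).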

Other observations

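The comparison in this part was chosen after the results were seen. Of 263 probe sets tested here that the paper's Additional file 2 gives at a printed P of 0 to 0.001, 159 passed limma's test after adjustment. Of 2365 at its widest level 173 passed. These probe sets were matched to that file by their means on the same arrays, so that their direction is not independent evidence. Additional file 5 marks 8 genes as shared with Mochii et al., while the paper's text counts 14 of 20.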
